# Onecut Factors and Pou2f2 Regulate the Distribution of V2 Interneurons in the Mouse Developing Spinal Cord

**DOI:** 10.3389/fncel.2019.00184

**Published:** 2019-06-05

**Authors:** Audrey Harris, Gauhar Masgutova, Amandine Collin, Mathilde Toch, Maria Hidalgo-Figueroa, Benvenuto Jacob, Lynn M. Corcoran, Cédric Francius, Frédéric Clotman

**Keywords:** embryonic spinal cord, V2 interneurons, Onecut, Pou2f2, neuronal migration, differentiation

## Abstract

Acquisition of proper neuronal identity and position is critical for the formation of neural circuits. In the embryonic spinal cord, cardinal populations of interneurons diversify into specialized subsets and migrate to defined locations within the spinal parenchyma. However, the factors that control interneuron diversification and migration remain poorly characterized. Here, we show that the Onecut transcription factors are necessary for proper diversification and distribution of the V2 interneurons in the developing spinal cord. Furthermore, we uncover that these proteins restrict and moderate the expression of spinal isoforms of *Pou2f2*, a transcription factor known to regulate B-cell differentiation. By gain- or loss-of-function experiments, we show that Pou2f2 contribute to regulate the position of V2 populations in the developing spinal cord. Thus, we uncovered a genetic pathway that regulates the diversification and the distribution of V2 interneurons during embryonic development.

## Introduction

Neuronal migration is a critical feature of CNS development. It enables neurons to reach an adequate location in the nervous parenchyma and to properly integrate into neural circuits. The mechanisms that regulate neuronal migration have been extensively studied in the developing brain, particularly for cortical interneurons (INs) (Guo and Anton, 2014; Barber and Pierani, 2016). In contrast, the factors that control IN migration in the developing spinal cord remain almost totally unknown.

In the embryonic spinal cord, distinct neuronal populations are generated from different progenitor domains orderly distributed along the dorso-ventral axis of the ventricular zone. These progenitors produce motor neurons and multiple populations of ventral or dorsal INs (Lu et al., 2015; Lai et al., 2016). Although spinal IN populations do not organize into columns along the anteroposterior axis of the spinal cord, they each migrate according to a stereotyped pattern and settle down at specific focused or diffuse locations in the spinal parenchyma (Grossmann et al., 2010). Recent studies demonstrated that proper neuronal distribution is critical for adequate formation of spinal circuits. Indeed, the clustering and dorso-ventral settling position of motor neuron pools critically pattern sensory input specificity (Surmeli et al., 2011). Position of dorsal INs along the medio-lateral axis in lamina V determines their connectivity with sensory afferents (Hilde et al., 2016) while extensor and flexor premotor INs segregate along the medio-lateral axis of the spinal cord (Tripodi et al., 2011). Positional distinctions among premotor INs additionally correlate with their output to different motor columns (Goetz et al., 2015) and differential distribution of V1 IN subsets constrain patterns of input from sensory and from motor neurons (Bikoff et al., 2016). Consistently, distinct ventral IN subsets are differentially distributed along the anteroposterior axis of the spinal cord (Francius et al., 2013; Bikoff et al., 2016; Hayashi et al., 2018) and integrate into specific local microcircuit modules (Hayashi et al., 2018). However, the molecular mechanisms that regulate proper distribution of spinal INs remain elusive.

During their migration, cardinal populations of spinal neurons undergo progressive diversification into distinct subsets that exert specific functions in spinal circuits (Catela et al., 2015; Lu et al., 2015; Lai et al., 2016). For example, V2 INs divide into major V2a and V2b and minor V2c and V2d populations characterized by the expression of Chx10, Gata3, Sox1, and Shox2, respectively. V2a and V2d are excitatory neurons that participate in left–right alternation at high speed and contribute to rhythmic activation of locomotor circuits, respectively (Crone et al., 2008; Dougherty and Kiehn, 2010; Dougherty et al., 2013). V2b cells are inhibitory INs that participate in alternation of flexor vs. extensor muscle contraction (Britz et al., 2015). As observed for V1 INs (Bikoff et al., 2016), V2 cells further diversify into more discrete subpopulations differentially distributed along the anteroposterior axis of the spinal cord (Francius et al., 2013; Hayashi et al., 2018). However, specific functions of these IN subsets have not been investigated yet, and the mechanisms that govern their production remain currently unknown.

Recently, we identified Onecut (OC) transcription factors as regulators of neuronal diversification (Roy et al., 2012; Francius and Clotman, 2014; Kabayiza et al., 2017) and of dorsal IN migration (Kabayiza et al., 2017) in the developing spinal cord. OC factors, namely Hepatocyte Nuclear Factor-6 (HNF-6, or OC-1), OC-2, and OC-3, are transcriptional activators present in the digestive tract and in the CNS during embryonic development (Lemaigre et al., 1996; Landry et al., 1997; Jacquemin et al., 1999; Vanhorenbeeck et al., 2002; Jacquemin et al., 2003b). In neural tissue, they regulate production (Espana and Clotman, 2012a), diversification (Roy et al., 2012; Francius and Clotman, 2014; Kabayiza et al., 2017), distribution (Espana and Clotman, 2012a,b; Audouard et al., 2013; Kabayiza et al., 2017), and maintenance (Espana and Clotman, 2012a,b; Stam et al., 2012) of specific neuronal populations, as well as the formation of neuromuscular junctions (Audouard et al., 2012). Here, we demonstrate that OC factors regulate the diversification and the distribution of V2 INs during spinal cord development. Analyzes of OC-deficient embryos showed defective production of specific subpopulations of V2a INs, as well as abnormal distribution of V2a and V2b cells in the developing spinal cord. Furthermore, we uncovered that OC proteins act upstream of specific spinal isoforms of Pou2f2, a POU family transcription factor. Using gain- or loss-of-function experiments, we demonstrated that, as observed for OC factors, Pou2f2 regulates the distribution of V2 INs in the developing spinal cord. Thus, we uncovered a genetic pathway that regulates the diversification and the distribution of V2 INs during embryonic development.

## Results

### OC Factors Are Present in Multiple Subsets of Spinal V2 INs

In the developing spinal cord, OC factors contribute to diversification, migration, and maintenance of different neuronal populations (Roy et al., 2012; Stam et al., 2012; Kabayiza et al., 2017). To study V2 IN diversification, we previously established a repertoire of markers that divide embryonic V2 cells into multiple subpopulations (Francius et al., 2013). Although OC factors have been detected in V2 INs (Francius and Clotman, 2010; Francius et al., 2013) and are similarly distributed at distinct antero-posterior levels (Francius et al., 2013), their production in V2 subsets has not been investigated yet. Therefore, we first determined the presence of each OC in these V2 subpopulations at e12.5.

V2a INs include neuronal subsets characterized by the presence of Shox2, MafA, cMaf, Bhlhb5, or Prdm8 (Francius et al., 2013). Only Hnf6 was detected in few Shox2+ V2a cells (Figure 1A–C” and Table 1). In contrast, the three OC proteins were detected in MafA+ and cMaf+ V2a subpopulations (Figure 1D–I” and Table 1), but not in Bhlhb5+ or Prdm8+ cells (Table 1; data not shown). V2b INs include similar subsets except for Shox2+ and cMaf+ cells, and contain an additional MafB+ subpopulation (Francius et al., 2013). OC were present in MafA+ but not in MafB+, Bhlhb5+, or Prdm8+ V2b subsets (Figure 1J–L” and Table 1; data not shown). In addition, OC were detected in V2c (non-progenitor Sox1+ cells; Figure 1M–O” and Table 1) but not in V2d (Shox2+Chx10-) cells (Figure 1A–C” and Table 1). Thus, OC factors are present in multiple subpopulations of V2 INs.

**FIGURE 1:**
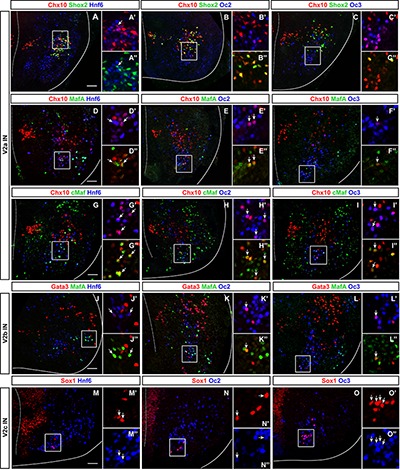
Onecut factors are present in multiple subsets of V2 interneurons. **(A–I”)** Immunolabelings for OC, the V2a generic marker Chx10 and markers of V2a subpopulations (Francius et al., 2013) on transverse spinal cord sections (brachial or thoracic levels) of e12.5 wild-type mouse embryos. In each figure, the right ventral quadrant of the spinal cord is shown. Only HNF-6 is detected in Shox2+ V2a cells (arrow in **A–C”**), whereas the three OC are present in the MafA+ and in the cMaf+ V2a subsets (arrows in **D–I”**). **(J–L”)** Immunolabelings for OC, the V2b generic marker Gata3 and MafA. The three OC proteins are detected in MafA+ V2b interneurons (arrows). **(M–O”)** Immunolabelings for OC and the V2c marker Sox1 demonstrate that OC factors are present in a majority of V2c interneurons (arrows). Sox1 in the ventricular zone labels neural progenitors. Scale bar = 50 μm.

**Table 1:** Onecut factors are present in specific populations and subpopulations of V2 interneurons.

V2-e12.5				

Populations	Subpopulations	HNF-6	OC-2	OC-3
**V2a-Chx10**		+	+	+
	Shox2	+	-	-
	MafA	+	+	+
	cMaf	+	+	+
	Bhlhb5	-	-	-
	Prdm8	-	-	-
**V2b-Gata3**		+	+	+
	MafA	+	+	+
	MafB	-	-	-
	Bhlhb5	-	-	-
	Prdm8	-	-	-
**V2c-Sox1**		+	+	+
**V2d-Shox2**		-	-	-

*The V2 populations, including V2a, V2b, V2c, and V2d, are subdivided in smaller subpopulations characterized by differential expression of transcription factors (Francius et al., 2013). OC factors are detected in specific populations and subpopulations of V2 interneurons.*

### OC Factors Regulate the Diversification of Spinal V2 INs

To determine whether OC proteins contribute to the development of V2 IN subsets, we characterized the phenotype of these cells in *Hnf6/Oc2* double-mutant embryos, which lack the three OC factors in the developing spinal cord (Roy et al., 2012; Kabayiza et al., 2017). Given that the number and the distribution of cells in each IN subpopulation vary along the anteroposterior axis of the spinal cord (Francius et al., 2013; Hayashi et al., 2018; Sweeney et al., 2018), this analysis was systematically performed at brachial, thoracic and lumbar levels at e12.5 and e14.5.

In the absence of OC factors, the total number of Chx10+ INs was not significantly changed (Figure 2A–D and Supplementary Figures S1A,B), although a trend toward reduction was detected at brachial level at e12.5 (Figure 2C). Consistently, the number of Chx10+Shox2+ INs was not changed (Figure 2E–H and Supplementary Figures S1C–D”). These observations suggest that OC are not necessary for V2a IN production. In contrast, the smaller V2a subpopulations wherein OC factors were detected in control embryos, characterized by the presence of MafA (Figure 1D–F”) or cMaf (Figure 1G–I”), were almost completely lost in OC mutant embryos (Figure 2I–P and Supplementary Figures S1E–H”). As the total number of Chx10+ and of Shox2+ V2a was not changed (Figure 2A–H and Supplementary Figures S1A–D”), the loss of the MafA+ or cMaf+ subsets may be compensated for by expansion of other V2a subpopulations, markers of which remain to be identified. Nevertheless, our data indicate that OC factors are required either for the expression of V2 subpopulation markers or for the differentiation of specific V2a IN subsets.

**FIGURE 2:**
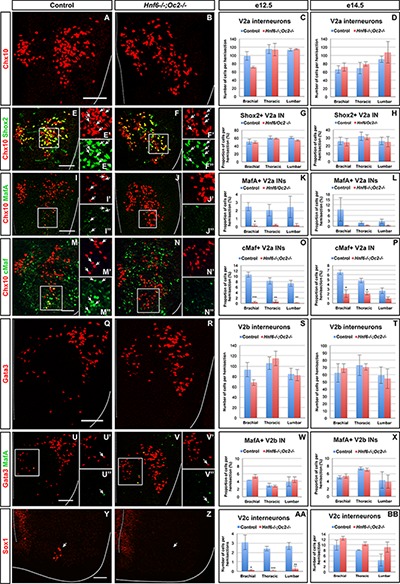
Onecut factors regulate the diversification of the V2 interneurons. Immunolabelings on transverse spinal cord sections (brachial or thoracic levels) of control or *Hnf6^-/-^;Oc2^-/-^* double-mutant embryos. At e12.5 **(A–C)** and e14.5 **(D)**, the production of the V2a Chx10+ interneurons is not altered in the absence of OC factors. Similarly, the number of Shox2+ V2a is affected neither at e12.5 **(E–G)** nor at e14.5 **(H)**. In contrast, quantitative analysis of control or *Hnf6^-/-^;Oc2^-/-^* littermates at e12.5 **(I–K)** and at e14.5 **(L)** shows reduction in MafA+ V2a interneurons in double mutants as compared to control embryos. Similarly, the number of cMaf+ V2a interneurons is significantly reduced at e12.5 **(M–O)** and e14.5 **(P)** in the absence of OC factors. At e12.5 **(Q–S)** and e14.5 **(T)**, the production of the V2b interneurons is not affected in *Hnf6^-/-^;Oc2^-/-^* embryos. The generation of the MafA+ V2b interneurons is also unchanged at e12.5 **(U–W)** or e14.5 **(X)**. At e12.5 **(Y–AA)**, the number of V2c interneurons is dramatically reduced in the absence of OC factors (Sox1 in the ventricular zone labels neural progenitors). However, this is no longer the case at e14.5 **(BB)**. Mean values ± SEM. ^∗^*p* ≤ 0.05; ^∗∗^*p* ≤ 0.01; ^∗∗∗^*p* ≤ 0.001. Scale bar = 50 μm.

To discriminate between these possibilities and to evaluate the contribution of OC factors to V2b diversification, we characterized the phenotype of V2b INs and of their MafA+ subpopulation in the absence of OC proteins. As observed for V2a INs, the total number of V2b cells was not changed in OC mutant embryos (Figure 2Q–T and Supplementary Figures S1I,J), although a trend toward reduction was observed at brachial level at e12.5 (Figure 2S). However, in contrast to V2a, the MafA+ V2b INs were present in normal number in OC mutant embryos (Figure 2U–X and Supplementary Figures S1K–L”). Hence, OC factors are not necessary for the production of the MafA+ V2b subset, although they are required for proper differentiation of the MafA+ and of the cMaf+ V2a subpopulations.

Finally, we assessed the requirement for OC in the production of V2c INs, a V2 population strongly related to V2b cells (Panayi et al., 2010). Although weak production of Sox1 in spinal progenitors was preserved, V2c cells characterized by high Sox1 levels were scarcely detectable in OC mutant embryos at e12.5 (arrows in Figure 2Y–AA). However, the number of V2c was normal at e14.5 (Figure 2BB and Supplementary Figures S1M,N), suggesting that the absence of OC delays the differentiation of V2c INs without affecting the V2b population. Taken together, these observations demonstrate that OC proteins are not required for V2 IN production but regulate the diversification of V2 INs into multiple subpopulations.

### OC Factors Regulate the Distribution of Spinal V2 INs

Although the total number of V2a or V2b INs was not affected by the absence of OC factors, careful examination of immunofluorescence labelings suggested that, as observed for spinal dorsal INs (Kabayiza et al., 2017), OC proteins may regulate the distribution of V2 INs in the developing spinal cord (Figure 2A,B,Q,R). Therefore, quantitative distribution analyses (Kabayiza et al., 2017) were performed for each V2 population at brachial, thoracic or lumbar levels at e12.5, namely in the course of ventral IN migration, and at e14.5, i.e., when ventral IN migration in the transverse plane of the spinal cord is completed. Absence of the MafA+ and cMaf+ V2a subpopulations in OC mutants and the small size of other V2 subsets prevented analysis of subpopulation distribution.

At e12.5 in control embryos, V2a INs distributed in two connected clusters, a major central group and a minor medial group, at each level of the spinal cord (Figure 3A–C). In mutant embryos, V2a cells similarly distributed in connected central and medial groups. However, the relative cell distribution between the two clusters was altered, with less central cells at brachial level and less medial cells at lumbar levels (Figure 3D–L). Altered V2a distribution on the medio-lateral axis was confirmed at e14.5. In control embryos, the two V2a groups did coalesce in a more evenly distributed population that occupied ∼70% of the medio-lateral axis (Figure 3M–O). In mutant embryos, V2a INs remained segregated into two distinct, although connected, clusters with a majority of cells in medial position (Figure 3P–X). Thus, absence of OC factors perturbs proper distribution of the V2a INs and restricts at e14.5 migration of a fraction of V2a cells in a medial position.

**FIGURE 3:**
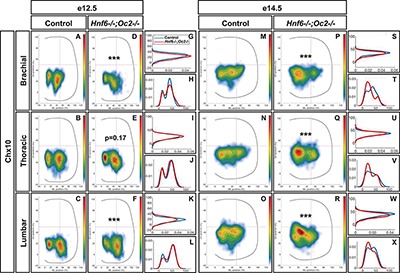
Onecut factors regulate the distribution of V2a interneurons. Distribution of V2a interneurons on the transverse plane of the spinal cord in control or *Hnf6^-/-^;Oc2^-/-^* double-mutant embryos at brachial, thoracic, or lumbar level (only the right hemisection is shown). Two-dimension distribution graphs (left) show integration of cell distribution from multiple sections of multiple embryos of each genotype. One-dimension graphs (right) compare density distribution in control (blue) and in double-mutant embryos (red) on the dorso-ventral (upper) or the medio-lateral (lower) axis of the spinal cord (see section “Materials and Methods” for details). **(A–C)** At e12.5 in control embryos, V2a interneurons distribute in two connected clusters, a major central group and a minor medial group, at each level of the spinal cord. **(D–L)** In mutant embryos, the relative cell distribution between the two clusters seems altered, with relatively less central cells at brachial level and less medial cells at lumbar levels (*n* = 3, *p* ≤0.001 at brachial and lumbar levels; *p* = 0.17 at thoracic level). **(M–X)** Altered V2a distribution on the medio-lateral axis is confirmed at e14.5. **(M–O,S–X)** In control embryos, the two V2a groups coalesce in a more evenly distributed population that occupied ∼70% of the medio-lateral axis. **(P–X)** In mutant embryos, V2a interneurons remain segregated into two distinct, although connected, clusters with a majority of cells in medial position (*n* = 3, *p* ≤ 0.001).

To assess whether OC also regulate the position of other V2 populations, we studied the distribution of V2b INs. At e12.5 in control embryos, V2b cells distributed in a major central (brachial level) or lateral (thoracic and lumbar levels) cluster with minor subsets located more medially (arrows in Figure 4A–C) or ventrally (arrowheads in Figure 4A–C). In OC mutant embryos at e12.5, the major population was more compact, more centrally located and slightly more ventral. In addition, the ventral V2b subset was significantly depleted (Figure 4D–L). Consistently, at e14.5, V2b INs in the central cluster remained significantly more compact at thoracic level in the absence of OC factors, and identical trends were observed at brachial and lumbar levels (Figure 4M–X). In addition, a small contingent of V2b migrating toward the medio-dorsal spinal cord in control embryos (arrowheads in Figure 4N,O) was missing in OC mutant littermates (Figure 4Q–X). Taken together, these observations demonstrate that, in addition to V2 diversification, the OC transcription factors regulate proper distribution of V2 INs during spinal cord development.

**FIGURE 4:**
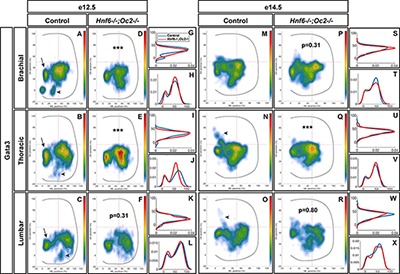
Onecut factors regulate the distribution of V2b interneurons. **(A–C)** At e12.5 in control embryos, V2b cells are distributed in a major central (brachial level) or lateral (thoracic and lumbar levels) cluster with minor subsets located more medially (arrows) or ventrally (arrowheads). **(D–L)** In OC mutant embryos at e12.5, the major population remains more compact, more centrally located and slightly more ventral. In addition, the ventral V2b subset is significantly depleted (asterisks; *n* = 3, *p* ≤ 0.001 at brachial and thoracic levels; *p* = 0.31 at brachial level). **(M–X)** Consistently, at e14.5, V2b interneurons in the central cluster are more compact in the absence of OC factors at thoracic level, and a small contingent of V2b migrating toward the medio-dorsal spinal cord in control embryos (arrowheads) is missing in OC mutant littermates (*n* = 3, *p* ≤ 0.001 at thoracic level; *p* = 0.31 and 0.80 at thoracic and lumbar levels, respectively).

### OC Factors Control Expression of Neuronal-Specific Isoforms of *Pou2f2*

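Spinal cords dissected from 5 control and 4 *Hnf6-/-;Oc2-/-* (OC mutant) mouse embryos at e11.5 were compared on Affymetrix MoGene 2.0 ST arrays, which read transcripts with probes spread along their exons. *Onecut2* (*Oc2*, feature 17351273), a gene mutated in these embryos, had a log2 value of 7.75 ± 0.20 (SD, n = 5) in control and 6.90 ± 0.34 (SD, n = 4) in OC mutant spinal cords, a log2 fold change of −0.84 (SE 0.16), or 0.557-fold. *Onecut3* (feature 17235360), the third member of the family, had 7.10 ± 0.21 (SD, n = 5) in control and 6.29 ± 0.12 (SD, n = 4) in OC mutant spinal cords, a log2 fold change of −0.81 (SE 0.12), or 0.572-fold. For both genes every mutant array lay below every control array (exact two-sided permutation test, p = 0.00794 each, the smallest that 5 arrays against 4 allow). *Onecut1* (*Hnf6*, feature 17519357), the other mutated gene, had 7.33 ± 0.28 (SD, n = 5) in control and 7.21 ± 0.08 (SD, n = 4) in OC mutant spinal cords, a log2 fold change of −0.11 (SE 0.13; exact permutation test, p = 0.571), which was 0.00 without control 2 and −0.18 without control 3. Adjusted over the 3 Onecut genes alone, *Onecut2* and *Onecut3* were lower. Adjusted over all genes, none of the 3 passed: limma gave adjusted p = 0.127 for *Onecut2*, 0.0624 for *Onecut3* and 0.826 for *Onecut1*, and 2 of the 3 were lower at an unadjusted p under 0.05. Whether these features lie inside the deleted parts of *Onecut1* and *Onecut2* is not given in the sources used here, so the level of *Onecut1* does not check the genotype.

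**Figure D1:**
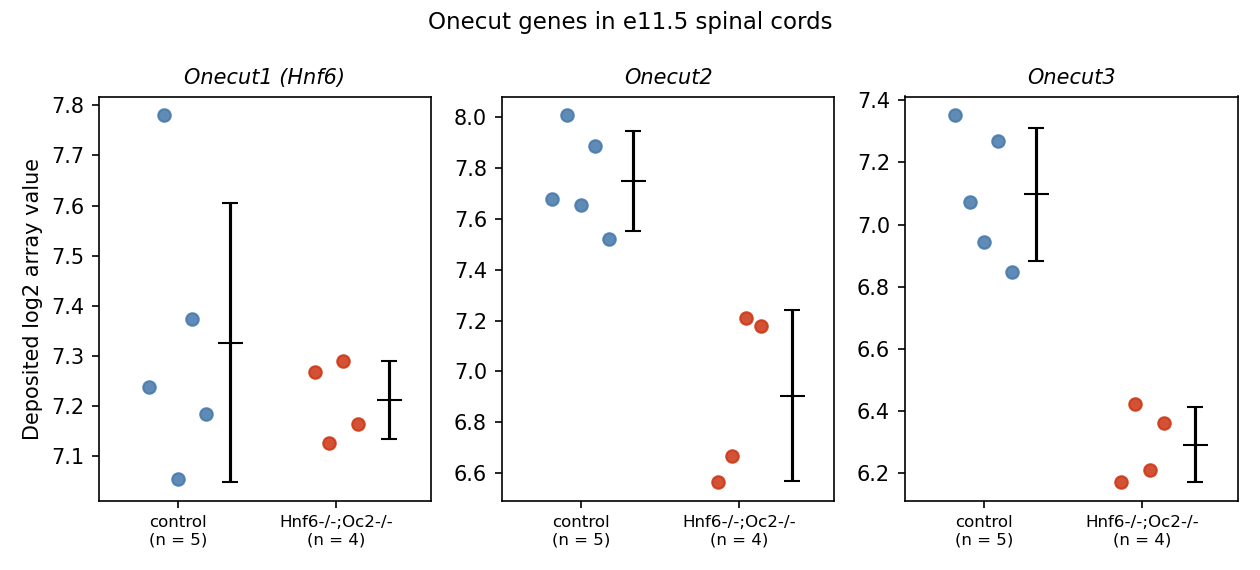
Deposited log2 values (y axis) of Onecut1, Onecut2 and Onecut3 in e11.5 spinal cords, 1 point per array, for 5 control and 4 OC mutant embryos, with the mean and SD of each group beside the points. The y axes do not start at 0. For Onecut2 and Onecut3 the mutant points all lie below the control points, and for Onecut1 the groups overlap.

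The authors labelled the RNA with a whole-transcript kit and deposited 1 log2 value per feature and array. The background correction, summarisation and normalization behind these values, and the test behind Supplementary Table S1, are not named in the paper's text, which states of the analysis only that R was used. The series description counts embryos, and each array is taken here as 1 embryo. It counts 5 mutant embryos, of which the fifth is not analysed here. Array medians lay between 5.23 and 5.31. Between arrays, Pearson's r over all features ran from 0.981 to 0.988 within controls, from 0.974 to 0.982 within OC mutants and from 0.973 to 0.984 across the groups, and no pair of arrays held identical values. From the deposited values, 22180 genes were tested with limma, 1 feature per gene, with Benjamini-Hochberg adjustment. The number of arrays limits the precision.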

To identify genes downstream of OC that may contribute to V2 IN differentiation and distribution, we performed a microarray comparison of control and of OC-deficient spinal cord transcriptome at e11.5, namely at the stage when significant numbers of V2 cells have been generated and are initiating migration (GEO repository accession number: GSE117871). 

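*Pou2f2* read higher on each of the 4 OC mutant arrays than on any of the 5 control arrays. Its feature (17487855) had a log2 value of 6.90 ± 0.31 (SD, n = 5) in control spinal cords, with values from 6.50 to 7.18, and of 7.56 ± 0.20 (SD, n = 4) in OC mutant spinal cords, with values from 7.31 to 7.76. The log2 fold change was 0.66 (SE 0.16), or 1.58-fold. Across the control and OC mutant arrays, limma gave *Pou2f2* an adjusted p = 0.272 over the 22180 genes and an unadjusted p = 0.00144 (rank 117), and the exact two-sided permutation test p = 0.00794. *D930028M14Rik*, a long noncoding RNA annotated inside the extent of *Pou2f2*, fell from 8.38 ± 0.36 (SD, n = 5) to 6.22 ± 0.27 (SD, n = 4), a log2 fold change of −2.15 (SE 0.18, limma adjusted p = 0.00103). *Erfl*, a gene of the ETS repressor family from which *Pou2f2* is separated by 7 annotated genes, fell from 6.25 ± 0.24 (SD, n = 5) to 5.23 ± 0.15 (SD, n = 4), a log2 fold change of −1.03 (SE 0.13, limma adjusted p = 0.0301).

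**Figure D2:**
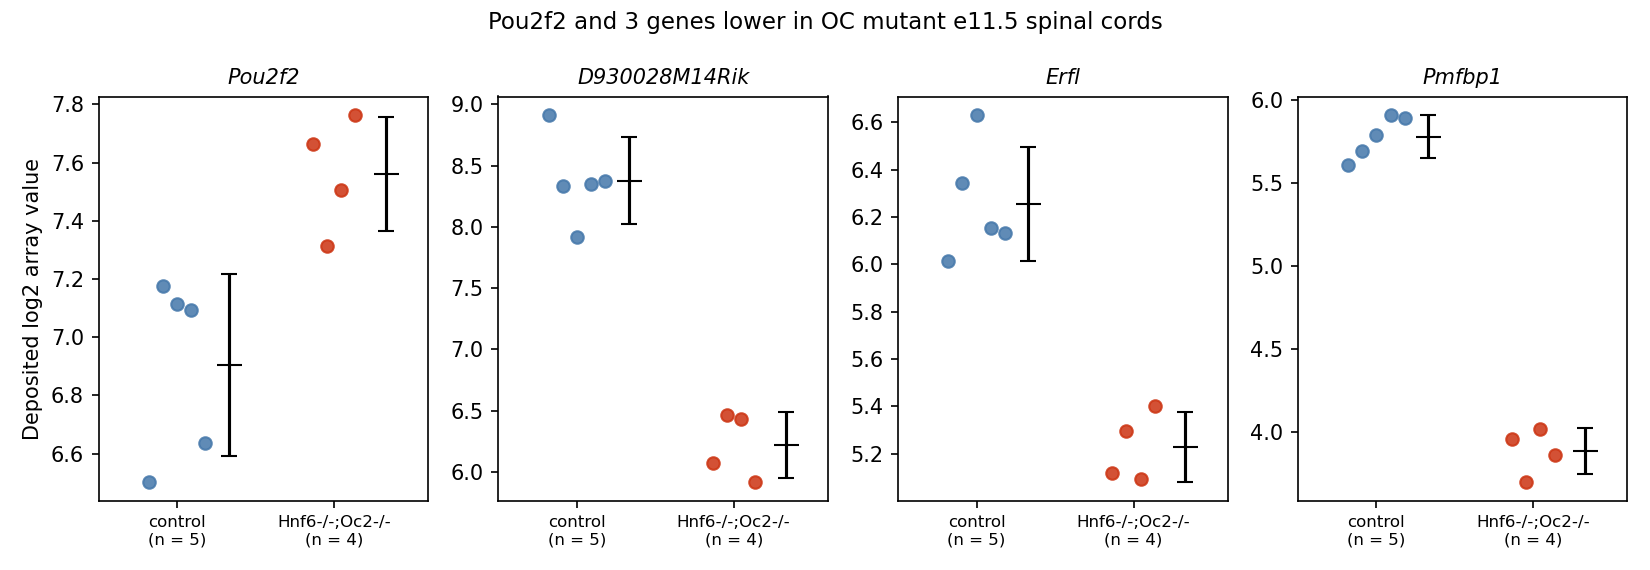
Deposited log2 values (y axis) of Pou2f2, D930028M14Rik, Erfl and Pmfbp1 in e11.5 spinal cords, 1 point per array, for 5 control and 4 OC mutant embryos, with the mean and SD of each group beside the points. The y axes do not start at 0. The mutant points of Pou2f2 lie between 7.31 and 7.76, above all control points, and those of the other 3 genes lie below all control points.

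These were 2 of the 5 genes that passed the adjusted p of 0.05 in limma. All 5 were lower and 0 were higher, while at an unadjusted p under 0.05 there were 1067 higher and 1094 lower genes, where 1109 in all are expected by chance. Quantile normalization of the values gave 767 higher and 1428 lower genes at that unadjusted p, and centring each array on its median gave 758 higher and 1302 lower. *Pmfbp1*, which encodes a protein of the sperm head and tail junction, fell from 5.78 ± 0.13 (SD, n = 5) to 3.89 ± 0.14 (SD, n = 4), a log2 fold change of −1.89 (SE 0.10, limma adjusted p = 1.08e-05). *Rny3*, a small cytoplasmic Y RNA, fell by 1.40 on the log2 scale (SE 0.17, limma adjusted p = 0.0290). *Sncg*, which encodes gamma-synuclein, a protein of peripheral sensory and motor neurons, fell from 10.44 ± 0.05 (SD, n = 5) to 9.86 ± 0.06 (SD, n = 4), a log2 fold change of −0.58 (SE 0.08, limma adjusted p = 0.0357). Next to these in the lower direction, among genes whose groups did not overlap, stood *Ndufa11* (−0.76) and *Ndufa13* (−0.57), subunits of mitochondrial complex I, the homeobox genes *Nkx6-3* (−0.69) and *Rhox9* (−0.55), the metalloprotease gene *Pappa2* (−1.68), the ESCRT gene *Chmp4c* (−0.61) and *Onecut3*. None of these passed limma over all genes, with adjusted p from 0.0624 to 0.106. In the higher direction stood the zinc finger genes *Zfp949* (log2 fold change 0.76) and *Zfp982* (0.61), the peptide transporter gene *Slc15a2* (0.88), the ribosome assembly gene *Brix1* (0.38), *Rpl32l* (0.59), *Apol7b* (0.54), *Nlrp9c* (0.77), *Zgrf1* (0.43), *Slc35g1* (0.57) and *Nkapd1* (0.54), which did not pass either, with limma adjusted p from 0.0905 to 0.203. The signals of *Rpl32l*, *Nlrp9c* and *Zfp982* were low, with control means of 2.73, 3.05 and 3.95 on arrays whose medians lay between 5.23 and 5.31. Whether these genes are expressed in the spinal cord was not tested. *D930028M14Rik* and *Rny3* fall outside the rule by which genes are named here and were chosen after their values were seen. With 1 array left out at a time, limma called 3 genes without control 1, 6 without control 3, 44 without mutant 3 and 2 without any of the others; over all alternatives, *Pmfbp1* passed in 22 of 22, *D930028M14Rik* in 19 of 21, *Erfl* in 13 of 22, *Rny3* in 11 of 21 and *Sncg* in 12 of 22.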

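Genes of several kinds were on balance lower on the OC mutant arrays when camera was run with its preset correlation, but no list shifted with an estimated one. The lists were fixed before the data were examined, though with the values of Table S1 already seen. Of 29 measured ribosomal protein genes, 26 had a negative log2 fold change (median −0.14, camera adjusted p = 4.03e-04 over 35 lists, adjusted p = 0.817 with an estimated correlation). Adjusted over the list alone, *Rps23* (log2 fold change −0.39), *Rps20* (−0.69) and *Rpl38* (−0.48) were lower and *Rpl11* (0.57) was higher, while none passed over all genes. A second, dimmer feature of *Rps20* had a log2 fold change of −0.17 (SE 0.12). The mean of the 29 genes was 8.28, 8.31, 8.67 and 8.51 in mutants 1 to 4 and 8.88, 8.64, 8.50, 8.57 and 8.47 in controls 1 to 5, so that mutant 3 lay above 4 of the controls. Small nucleolar RNAs, which guide the modification of ribosomal RNA, were lower on the same arrays: 81 of them had a median log2 fold change of −0.44, with 44 lower and 0 higher at an unadjusted limma p under 0.05 and 0 past the adjusted p, and their mean was 8.34 ± 0.20 (SD, n = 5) in control and 7.85 ± 0.26 (SD, n = 4) in OC mutant arrays (exact two-sided permutation test, p = 0.0159). Mutant 3, at 8.22, lay above control 3, at 8.13. A difference between the RNA samples in the recovery of short RNA stays open and may account for the pattern. The mean of 13 other short RNAs was lower too, at 9.20 ± 0.18 (SD, n = 5) in control and 8.62 ± 0.33 (SD, n = 4) in OC mutant arrays (exact permutation test, p = 0.0159), and within groups it moved from array to array with that of the small nucleolar RNAs (Pearson's r = 0.9755, exact permutation p = 6.94e-04, Spearman's rho = 0.95, exact permutation p = 0.00139, 9 arrays, and r = 0.937 without the 2 farthest arrays). These 13 were Y, small nuclear, RNase P, ribosomal and telomerase RNAs. MicroRNA genes, which are not among them, did not fall: 478 had a median log2 fold change of 0.09, with 65 higher and 11 lower at an unadjusted limma p under 0.05. Whether their features read mature microRNAs or longer precursors was not examined. Of 23 tubulin, stathmin and related genes, 18 had a negative log2 fold change (median −0.11, camera adjusted p = 0.00698, adjusted p = 0.817 with an estimated correlation), among them *Tppp3*, a tubulin polymerization gene of Table S1 that was lower adjusted over the list alone (−0.44), *Stmn3* (−0.45) and *Tuba1a* (−0.25). Of 25 genes expressed in most neurons, 20 had a negative log2 fold change (median −0.08, camera adjusted p = 0.0174, adjusted p = 0.817 with an estimated correlation), with *Uchl1* at −0.48 (−0.13 for its second, dimmer feature), the neurofilament gene *Nefl* at −0.37 and *Tubb3* at −0.26, none past the adjusted p over all genes or over the list alone. The mean of these 25 genes ran from 9.50 to 10.13 on the control arrays and from 9.47 to 10.10 on the OC mutant arrays. Of 13 markers of V0, V1 and V3 interneurons, 9 had a negative log2 fold change (median −0.20, camera adjusted p = 0.0174, adjusted p = 0.817 with an estimated correlation), and adjusted over the list alone *Onecut2* and the V0 gene *Evx2* (−0.37) were lower. This list holds *Onecut2*, a mutated gene, and without it 8 of 12 had a negative log2 fold change, with a median of −0.19 that no longer passed (camera adjusted p = 0.0658).
Markers of sensory ganglia, muscle, and mesenchyme and cartilage, tissues outside the spinal cord, were also on balance lower. How much of these tissues each dissected sample held was not measured. The ganglion list is not confined to ganglia, since its gene *Sncg* encodes a protein of motor neurons too. Of 20 motor neuron markers, 15 had a negative log2 fold change (camera adjusted p = 0.0730). The shift of the ganglion list therefore does not tell ganglion tissue from spinal motor neurons. Markers of neural crest and glia, a list that shares genes such as *Foxd3* with the lists of spinal neurons, were on balance lower too. Those of endothelium, macrophages, blood, B lymphocytes, epidermis and notochord, and liver, kidney and gut did not pass camera (adjusted p from 0.179 to 0.888). Of 19 sensory ganglion markers, 14 had a negative log2 fold change (median −0.09, camera adjusted p = 0.0174, adjusted p = 0.817 with an estimated correlation), and adjusted over the list alone *Sncg* and *Prph*, which encodes the peripheral intermediate filament peripherin (−0.76), were lower. Without *Sncg*, which stands in Table S1, 13 of 18 had a negative log2 fold change, with a median of −0.08 that no longer passed (camera adjusted p = 0.0796). Muscle markers had a median of −0.17 over 22 genes (camera adjusted p = 0.0174, adjusted p = 0.817 with an estimated correlation), with the troponin gene *Tnnt3* at −0.36 and *Myog* at −0.54. Mesenchyme and cartilage markers had a median of −0.20, with 23 of 25 negative (camera adjusted p = 0.0200, adjusted p = 0.817 with an estimated correlation) and the sclerotome gene *Pax1* at −0.82, with a 95% interval from −1.70 to 0.05 and a value of −0.48 without control 1. Neural crest and glial markers had a median of −0.13 over 11 genes (camera adjusted p = 0.0470, adjusted p = 0.817 with an estimated correlation), with *Foxd3* at −0.32. None of the muscle, mesenchyme or neural crest markers passed over all genes or adjusted over the list alone. Of 27 genes of stress, hypoxia and the immediate early response, 21 had a negative log2 fold change (median −0.11, camera adjusted p = 0.0314, adjusted p = 0.817 with an estimated correlation), with *Dusp1* at −0.34 and *Junb* at −0.23. Cell cycle genes were the 1 list past the camera threshold in the higher direction: 33 of 37 had a positive log2 fold change (median 0.12, camera adjusted p = 0.0216, adjusted p = 0.834 with an estimated correlation), with the cyclin gene *Ccna2* at 0.25 and the phosphatase gene *Cdc25b* at 0.24. With an estimated correlation 0 of the 35 lists shifted, against 10 with the preset one. Leaving out 1 array gave 6 to 11 shifted lists, the fewest without mutant 3, and moved the medians: that of the mesenchyme list to −0.02 and that of the stress list to −5.93e-04 without control 1, that of the cell cycle list to 0.02 and that of the pan-neuronal list to −0.03 without mutant 3, that of the sensory ganglion list to −0.04 without mutant 1, and that of the muscle list to −0.09 without control 1 or mutant 1 and −0.10 without mutant 2, none of which passed. The tubulin list did not pass without mutant 3, nor the V0, V1 and V3 list without control 3. The neural crest list passed in 9 of 24 alternatives and the ribosomal protein list in 24 of 24, with a median from −0.22 without mutant 3 to −0.07 without control 1. These 24 all used the preset correlation, and neither list passed with the estimated one. The paper made this comparison to look for genes downstream of OC factors, and takes *Pou2f2* from it for further study.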

Among genes showing a differential expression level in the OC mutant spinal cord (Supplementary Table S1), *Pou2f2* was significantly upregulated (1.57-fold increase). Pou2f2 (previously named Oct-2) is a transcription factor containing a POU-specific domain and a POU-type homeodomain (Figure 5A) that binds an octamer motif (consensus sequence ATGCAAAT) (Latchman, 1996). *Pou2f2* expression has been detected in B lymphocytes, in neuronal cell lines and in neural tissues including the developing CNS (Hatzopoulos et al., 1990; Lillycrop and Latchman, 1992; Camos et al., 2014). Pou2f2 is required for differentiation of B lymphocytes and for postnatal survival (Corcoran et al., 1993; Konig et al., 1995; Corcoran et al., 2004; Hodson et al., 2016), and is able to modulate neuronal differentiation of ES cells (Theodorou et al., 2009). However, its role in the developing spinal cord remains unknown.

**FIGURE 5:**
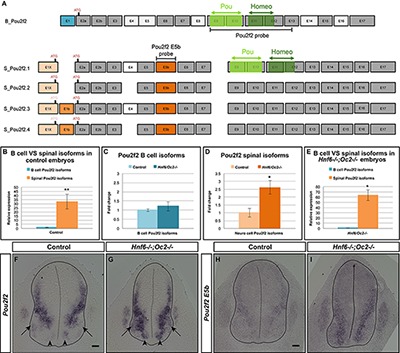
Onecut factors control expression of spinal cord-specific isoforms of *Pou2f2*. **(A)** The different Pou2f2 isoforms present in the B cells (B_Pou2f2) are characterized by invariant exons (dark gray) and alternative exons 4, 5, 8, 14, or 16 (light gray). They contain a POU-specific domain (light green) encoded by exons 9 and 10 and a POU-type homeodomain (dark green) encoded by exons 11 and 12. The four spinal Pou2f2 isoforms (S_Pou2f2.1–S_Pou2f2.4) (identified in the spinal cord) are characterized by a distinct exon 1 (E1X in light orange), an additional exon E5b (dark orange) and alternative exons E1b and 4 (medium orange and light gray, respectively). The presence of E1b disrupts the reading frame and imposes the use of the ATG located in E2a, whereas the absence of E1b leaves open the use of the ATG located in E1X. The regions corresponding to the generic or to the E5b *in situ* hybridization probes are indicated. **(B–E)** Quantification of spinal Pou2f2 or B-cell isoforms by RT-qPCR. **(B)** In control spinal cords, spinal Pou2f2 isoforms are >30-fold more abundant than B-cell isoforms. **(C)** B cell Pou2f2 isoforms barely trend to increase in the absence of OC factors. **(D)** In contrast, spinal Pou2f2 isoforms are 2.6-fold overexpressed in *Hnf6^-/-^;Oc2^-/-^* spinal cords. **(E)** In double mutant spinal cords, spinal Pou2f2 isoforms are >60-fold more abundant than B-cell isoforms. **(F–I)** *In situ* hybridization labelings on transverse sections (brachial level) of control or *Hnf6^-/-^;Oc2^-/-^* spinal cords at e11.5 with **(F,G)** a generic *Pou2f2* probe complementary to spinal and to B-cell isoforms **(A)** or **(H,I)** a spinal isoform-specific probe corresponding only to exon E5b **(A)**. **(F,H)** In control embryos, *Pou2f2* is strongly expressed in ventral and in dorsal interneuron populations, and more weakly in the ventral motor neuron area. **(G,I)** In OC mutant embryos, *Pou2f2* is upregulated in interneuron populations and its expression is expanded in ventral populations (arrowheads) and in the motor neurons (arrows). ^∗^*p* ≤ 0.05; ^∗∗^*p* ≤ 0.01. Scale bars = 50 μm.

Based on work in B cells, multiple *Pou2f2* isoforms generated by alternative splicing have been described (Figure 5A; Hatzopoulos et al., 1990; Wirth et al., 1991; Lillycrop and Latchman, 1992; Stoykova et al., 1992; Liu et al., 1995). Therefore, we first determined whether similar isoforms are found in the developing spinal cord. However, we systematically failed to obtain RT-PCR products using upstream primers in described exon 1 (asterisks in Supplementary Figures S2A,B and data not shown; Table 2) and amplifications encompassing exons 5 to 6 generated predominant amplicons larger than expected (arrowheads in Supplementary Figure S2B and Table 2), suggesting the existence of alternative exons in *Pou2f2* embryonic spinal cord transcripts (Figure 5A). Data mining the NCBI Nucleotide database for *Pou2f2* sequences identified a predicted murine *Pou2f2* isoform (X6 sequence, accession number XM_006539651.3) with a different exon 1 (E1X) and an additional sequence between exons 5 and 6, the size of which (279 bp) corresponded to the size differences estimated in our amplifications encompassing exons 5 to 6 (arrowheads in Supplementary Figure S2B and Table 2). Using PCR primers in this predicted sequence, we were able to amplify a 5′ region of *Pou2f2* from the alternative E1X exon and an additional sequence between exons 5 and 6 (Supplementary Figure S2C and Table 2), suggesting that alternative isoforms similar to this predicted sequence are produced in the developing spinal cord. However, amplifications from E1X systematically produced two amplicons (arrowheads in Supplementary Figure S2C and Table 2), suggesting the existence of an alternative exon downstream to E1X. Sequencing of our PCR products and alignment to genomic DNA confirmed that predominant *Pou2f2* isoforms in the developing spinal cord contain the alternative E1X exon, an additional exon (E5b) between exons 5 and 6, and can undergo alternative splicing of a short (61bp) exon (E1b) between E1X and exon 2 (Supplementary Figure S2D). E5b exon maintains the reading frame. In contrast E1b exon disrupts it, imposing the use of the ATG located in exon 2 to generate a functional Pou2f2 protein, whereas the absence of E1b leaves open the use of an alternative upstream ATG located at the 3′ end of E1X (Figure 5A and Supplementary Figure S2D). Hence, our RT-PCR and sequencing data indicate that four neuronal *Pou2f2* isoforms different from the previously described B-cell or neural isoforms are produced in the developing spinal cord (Figure 5A).

**Table 2:** Pou2f2 isoforms in the developing spinal cord are different from B-cell isoforms.

Amplification	Expected sizes	B cells	Control spinal cord
	272 bp	272 bp	
E1 → E6	390 bp	390 bp	No amplification^a^
	456 bp	456 bp	

E7 → E9	174 bp	174 bp	174 bp
	222 bp	222 bp	

E10 → E12	452 bp	452 bp	452 bp

	160 bp	160 bp	
E13 → E17	296 bp	296 bp	370 bp
	370 bp	370 bp	

	348bp	466 bp	
E1 → E7	466 bp	532 bp	No amplification^a^
	532 bp		

	284 bp	402 bp	∼680 bp^a^
E2 → E7	402 bp	468 bp	∼750 bp^a^
	468 bp		

			272 bp^a^
	154 bp	154 bp	378 bp^a^
E3 → E6	272 bp	272 bp	∼550 bp^a^
	378 bp	378 bp	∼650 bp^a^

E4 → E7	340 bp	340 bp	∼600 bp^a^

E5 → E7	201 bp	201 bp	201 bp^a^
			∼480 bp^a^

E6 → E7	160 bp	160 bp	160 bp

E1X → E3	152 bp	No amplification^a^	152 bp^a^
			∼220 bp^a^

E1X → E5b	554 bp	N.D	554 bp
	620 bp		620 bp

E5b	234 bp	N.D	234 bp

E3 → E5b	429 bp	N.D	429 bp
	495 bp		495 bp

E5b → E7	416 bp	N.D	416 bp

*Regions covering B lymphocytes or predicted Pou2f2 isoforms (exons E1 or E1X to E17) were amplified by RT-PCR from lymphocyte or embryonic spinal cord RNA.*

*^*a*^Unexpected results.*

However, minor transcripts corresponding to B-cell isoforms are also detected in the embryonic spinal cord (Supplementary Figures S2A,B and Table 2). To assess the relative abundance of each transcript type in this tissue and to evaluate the extent of their relative overexpression in the absence of OC factors, we quantified each isoform type in control and in OC-deficient spinal cord at e11.5. In control spinal cords, spinal *Pou2f2* isoforms were >30-fold more abundant than B-cell isoforms (Figure 5B), consistent with our RT-PCR observations (Supplementary Figure S2). In the absence of OC factors, spinal isoforms were ∼2.6-fold overexpressed whereas B-cell isoforms barely trended to increase (Figure 5C–E). Thus, OC factors repress expression of spinal *Pou2f2* isoforms in the developing spinal cord.

To confirm these data and to determine the expression pattern of *Pou2f2* in the ventral spinal cord, *in situ* hybridization was performed on sections from control or *Hnf6/Oc2* double-mutant spinal cords using either a generic *Pou2f2* probe complementary to spinal and to B-cell isoforms or a spinal isoform-specific probe corresponding only to exon E5b (Figure 5A). Using the generic *Pou2f2* probe on control tissue, we detected *Pou2f2* transcripts in the ventral region of the spinal cord, with lower expression levels in the location of the motor columns (arrows in Figure 5F). In OC mutant embryos, *Pou2f2* expression was globally increased and additionally expanded in the ventral area (arrowheads in Figure 5F,G) including the motor neuron territories (arrows in Figure 5F,G). Similar observations were made with the spinal isoform-specific probe (Figure 5H,I). Thus, OC factors restrict and moderate *Pou2f2* expression in ventral spinal populations likely including V2 INs.

### Pou2f2-Positive V2 INs Are Mislocated in the Absence of OC Factors

To assess whether increased *Pou2f2* expression in *Hnf6^-/-^;Oc2^-/-^* spinal cords corresponded to an expansion of Pou2f2 distribution in V2 INs or an upregulation in its endogenous expression territory, we first quantified the number and distribution of Pou2f2-containing Chx10+ cells at e12.5 and e14.5 (Figure 6 and Supplementary Figure S3). Immunofluorescence experiments demonstrated that Pou2f2 is present in V2a INs in control embryos (Figure 6A,C and Supplementary Figures S3A,D), although it was only sparsely detected in MafA+ and cMaf+ V2a subsets (data not sown). Intensity of the labeling confirmed increased Pou2f2 production in the ventral regions of the spinal cord in OC mutant embryos (Figure 6A–F). However, the number in Pou2f2-positive V2a INs was not significantly different (Figure 6E,F and Supplementary Figure S3), suggesting that Pou2f2 is increased in its endogenous expression domain. In contrast, the distribution of Pou2f2-positive V2a INs was affected (Figure 6A–D,G–DD). At e12.5, cells in the central clusters were slightly reduced at brachial and at thoracic levels (Figure 6G–R). In contrast, at e14.5, a majority of V2a containing Pou2f2 settled in a medial position (Figure 6S–DD), reminiscent of the distribution defects observed for the whole V2a population (Figure 3). Similarly, Pou2f2 was detected in V2b INs in control embryos, although in a more restricted number of cells (Figure 7A,B,E). In the absence of OC factors, the number of Pou2f2-positive V2b cells was not significantly increased (Figure 7C,D,F) but, as observed for V2a, this subset of V2b INs was mislocated with cells more central at e12.5 and more clustered on the medio-lateral axis at e14.5 (Figure 7G–DD). Taken together, these observations suggest that Pou2f2 may contribute to control V2 IN migration during spinal cord development and could participate in alterations of V2 distribution in the absence of OC factors.

**FIGURE 6:**
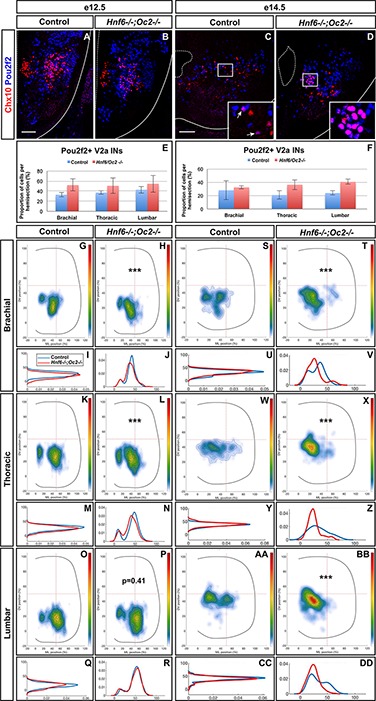
The Pou2f2+ V2a interneurons are mislocated in the absence of OC factors. **(A–F)** Immunolabelings and quantification of Pou2f2+ V2a interneurons in control or *Hnf6^-/-^;Oc2^-/-^* mutant embryos. At e12.5 **(A,B)** and e14.5 **(C,D)**, Pou2f2 is detected in V2a Chx10^+^ interneurons, and the number of Pou2f2-containing Chx10+ cells trends to increase but is not significantly different in the absence of OC factors **(E,F)**. **(G–DD)** Distribution of Pou2f2+ V2a interneurons on the transverse plane of the spinal cord in control or *Hnf6^-/-^;Oc2^-/-^* double-mutant embryos. One-dimension graphs (lower) show density distribution on the dorso-ventral (left) or the medio-lateral (right) axis of the spinal cord. **(G–R)** At e12.5, cells in the central clusters are slightly reduced at brachial and at thoracic levels in the absence of OC factors (*n* = 3, *p* ≤ 0.001 at brachial and thoracic levels; *p* = 0.41 at lumbar level). **(S–DD)** At e14.5, a vast majority of V2a containing Pou2f2 settles in a more medial position in *Hnf6^-/-^;Oc2^-/-^* spinal cords (*n* = 3, *p* ≤ 0.001). Mean values ± SEM. Scale bar = 50 μm.

**FIGURE 7:**
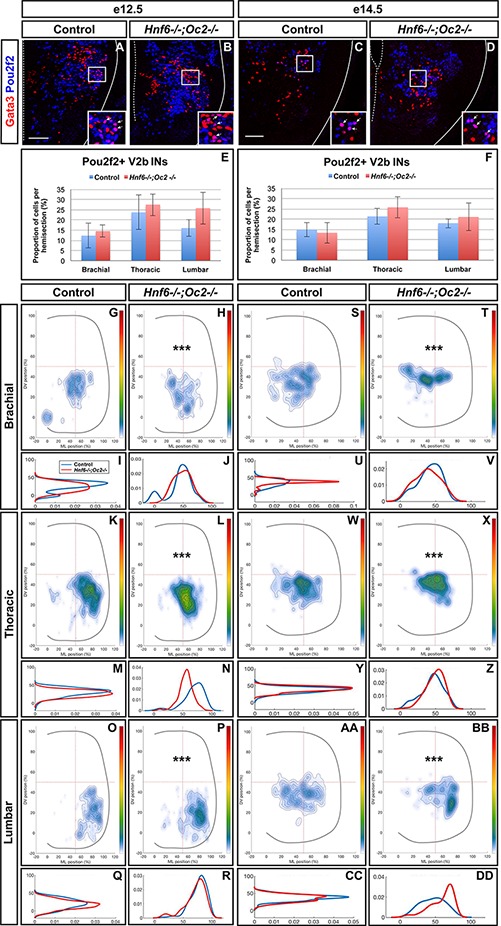
The Pou2f2+ V2b interneurons are mislocated in the absence of OC factors. **(A–F)** Immunolabelings and quantification of Pou2f2+ V2b interneurons in control or *Hnf6^-/-^;Oc2^-/-^* mutant embryos. At e12.5 **(A,B)** and e14.5 **(C,D)**, Pou2f2 is present in V2b Gata3+ interneurons, but the number of Pou2f2+ V2b cells was not significantly increased in the absence of OC factors **(E,F)**. **(G–DD)** Distribution of Pou2f2+ V2b interneurons on the transverse plane of the spinal cord in control or *Hnf6^-/-^;Oc2^-/-^* double-mutant embryos. One-dimension graphs (lower) show density distribution on the dorso-ventral (left) or the medio-lateral (right) axis of the spinal cord. **(G–R)** At e12.5, Pou2f2-containing V2b are more central and slightly more ventral in the absence of OC factors (*n* = 3, *p* ≤ 0.001). **(S–DD)** At e14.5, this subset of V2b interneurons is more clustered on the medio-lateral axis in *Hnf6^-/-^;Oc2^-/-^* spinal cords (*n* = 3, *p* ≤ 0.001). Mean values ± SEM. Scale bar = 50 μm.

### Pou2f2 Regulates the Distribution of Spinal V2 INs

To determine whether Pou2f2 is able to modulate V2 IN distribution, we mimicked increased expression of this transcription factor observed in OC mutant embryos by overexpressing *Pou2f2* in the chicken embryonic spinal cord (Supplementary Figure S4). Increased Pou2f2 did not impact on the number of V2a or V2b (Figure 8A–F). In contrast, it did alter V2 IN location. In HH27-28 control spinal cord, V2a INs were distributed in two closely connected clusters on the medio-lateral axis of the neuroepithelium (Figure 8G). In electroporated spinal cord, lateral migration was increased and a majority of V2a INs were clustered in a single group in a central position (Figure 8H–J) with ectopic lateral extensions (arrow in Figure 8H). In control spinal cord, V2b were distributed in two groups along the medio-lateral axis with a majority of cells in the lateral cluster (Figure 8K). In electroporated spinal cord, the V2b INs were equally distributed between these two clusters (Figure 8L–N). Thus, consistent with our observation in OC mutant embryos, increased Pou2f2 can modulate the distribution of V2 INs in the developing spinal cord.

**FIGURE 8:**
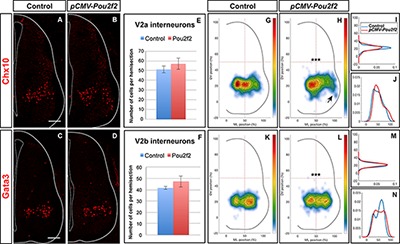
V2 interneuron distribution is altered after misexpression of *Pou2f2.* Overexpression of *Pou2f2* in chick embryonic spinal cord after electroporation at HH14-16 and immunolabelings 72 h after electroporation. **(A–F)** At HH27-28, *Pou2f2* overexpression does not impact the number of V2a **(E)** or V2b **(F)** interneurons. In contrast, it alters V2 distribution. **(G–J)** In control spinal cord, V2a interneurons are distributed in two closely connected clusters on the medio-lateral axis of the neuroepithelium. In electroporated spinal cord, lateral migration is increased and a majority of V2a interneurons are clustered in a single central group with ectopic lateral extensions (arrows; *n* = 3, *p* ≤ 0.001). **(K–N)** In control spinal cord, V2b are distributed in two groups along the medio-lateral axis with a majority of cells in the lateral cluster. In electroporated spinal cord, the V2b interneurons are equally distributed between these two clusters (*n* = 3, *p* ≤ 0.001). Mean values ± SEM. Scale bar = 50 μm.

To confirm the influence of Pou2f2 on V2 migration, we studied V2 distribution in mouse embryos devoid of Pou2f2 (Corcoran et al., 1993) at e12.5. Absence of Pou2f2 did not impact on the number of V2a INs (Figure 9A–C) nor on the Shox2+, cMaf+, or MafA+ V2a subsets (Supplementary Figure S5). In contrast, V2a distribution was affected in *Pou2f2* mutants. As compared to the two V2a clusters observed in control embryos, Chx10+ cells were more scattered in *Pou2f2* mutant embryos (Figure 9D–O). Furthermore, although the number of V2b, V2c, or MafA+ V2b cells was not changed in the absence of Pou2f2 (Figure 10A–C and Supplementary Figure S6), V2b cells remained more medial at brachial and thoracic levels and segregated more extensively on the medio-lateral axis at lumbar levels (Figure 10D–O). Taken together, these observations demonstrate that Pou2f2 regulate the distribution of V2 INs during spinal cord development.

**FIGURE 9:**
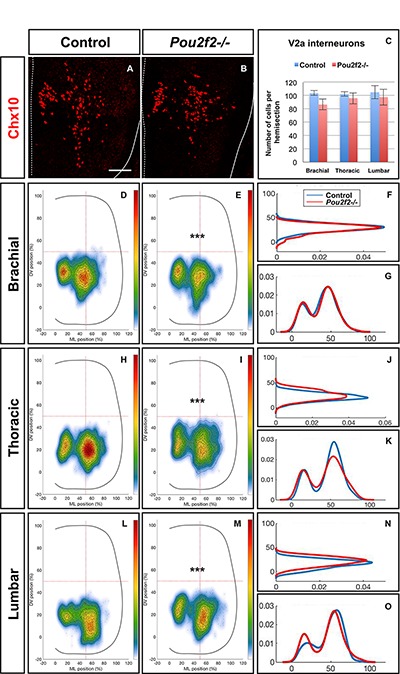
Pou2f2 regulate the distribution of V2a interneurons. **(A–C)** Immunolabelings and quantification of V2a interneurons in control or *Pou2f2^-/-^* mutant embryos. At e12.5, the production of the Chx10+ V2a interneurons is not altered in absence of Pou2f2. **(D–O)** Distribution of V2a and Shox2+ V2a interneurons on the transverse plane of the spinal cord in control or *Pou2f2^-/-^* mutant embryos. One-dimension graphs (right) show density distribution on the dorso-ventral (upper) or the medio-lateral (lower) axis of the spinal cord. V2a distribution is affected in *Pou2f2^-/-^* mutants. As compared to the two V2a clusters observed in control embryos, Chx10+ cells are relatively more abundant in the medial cluster in *Pou2f2^-/-^* mutant embryos (*n* = 3, *p* ≤ 0.001). Mean values ± SEM. Scale bar = 50 μm.

**FIGURE 10:**
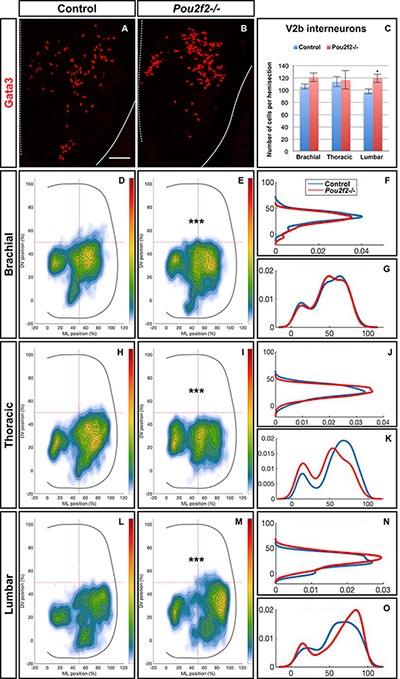
Pou2f2 regulate the distribution of V2b interneurons. **(A–C)** Immunolabelings and quantification of V2b interneurons in control or *Pou2f2^-/-^* mutant embryos. At e12.5, the production of the Gata3+ V2b interneurons is not affected by the absence of Pou2f2. **(D–O)** Distribution of V2b interneurons on the transverse plane of the spinal cord in control or *Pou2f2^-/-^* mutant embryos. One-dimension graphs (right) show density distribution on the dorso-ventral (upper) or the medio-lateral (lower) axis of the spinal cord. The distribution of V2b cells is altered in *Pou2f2^-/-^* mutants, as V2b interneurons remained more medial at thoracic level and segregated more extensively on the medio-lateral axis at lumbar level (*n* = 3, *p* ≤ 0.001). Mean values ± SEM. Scale bar = 50 μm.

## Discussion

In the recent years, several studies demonstrated that proper distribution of neuronal populations and subpopulations in the developing spinal cord is critical for adequate formation of spinal circuits (Surmeli et al., 2011; Tripodi et al., 2011; Goetz et al., 2015; Bikoff et al., 2016; Hilde et al., 2016; Hayashi et al., 2018). However, the genetic programs that control the diversification of spinal neuronal populations into specialized subpopulations and the proper settling of these neuronal subsets in the spinal parenchyma remain elusive. Here, we provide evidence that OC transcription factors regulate the diversification of spinal V2 INs, and that a genetic cascade involving OC factors and their downstream target Pou2f2 controls the distribution of V2 INs in the developing spinal cord.

### Control of V2 IN Diversification by the OC Factors

Cardinal populations of spinal ventral INs have been well characterized, and their global contribution to the activity of motor circuits has been extensively studied (reviewed in (Gosgnach et al., 2017; Ziskind-Conhaim and Hochman, 2017; Boije and Kullander, 2018). However, more recently, the idea emerged that these cardinal populations are not homogeneous ensembles but rather contain multiple neuronal subsets with distinct molecular identities and functional properties (Borowska et al., 2013; Francius et al., 2013; Talpalar et al., 2013; Borowska et al., 2015; Bikoff et al., 2016; Sweeney et al., 2018). V2a INs comprise two major divisions, namely type I and type II V2a cells, that are arrayed in counter-gradients along the antero-posterior axis of the spinal cord and activate different patterns of motor output at brachial or lumbar levels. Furthermore, these two large divisions can themselves be fractionated at birth into 11 subsets characterized by distinct combinations of markers, differential segmental localization and specific distribution patterns on the medio-lateral axis of the spinal cord (Hayashi et al., 2018). In the zebrafish, three distinct subclasses of V2a INs participate in separate microcircuit modules driving slow, intermediate or fast motor neuron activity (Ampatzis et al., 2014). Taken together, these observations suggest that cardinal IN populations only constitute the first organization level of functionally distinct neuronal subsets that contribute to diversity and flexibility within spinal motor circuits.

We showed here that OC factors are present in subsets of V2 INs and contribute to their diversification. Normal numbers of cardinal V2a and V2b cells were generated in OC mutant embryos, suggesting that these factors do not contribute to the production of V2 cells (Thaler et al., 2002; Lee et al., 2008; Clovis et al., 2016) nor to the segregation of the V2a and V2b lineages through differential activation of Notch signaling (Del Barrio et al., 2007; Peng et al., 2007; Joshi et al., 2009; Misra et al., 2014). In contrast, V2a subpopulations characterized by the presence of MafA or cMaf were strongly depleted in the absence of OC proteins. This observation results either from a loss of these V2a subsets or from a downregulation of *MafA* or *cMaf* expression in these cells. Incomplete knowledge of the whole collection of V2a subsets prevented to assess whether this apparent loss of specific subpopulations was compensated for by an expansion of neighboring subsets. Nevertheless, these data demonstrate altered differentiation of V2 IN subsets in the absence of OC factors, as previously observed for spinal motor neurons (Roy et al., 2012) and dorsal INs (Kabayiza et al., 2017). In addition, the production of V2c cells was delayed in OC mutant embryos, although V2b that are supposed to constitute the source of V2c (Panayi et al., 2010) were timely generated. This points to a specific contribution of OC protein to the development of V2c INs, the mechanism of which is currently unknown.

### Control of V2 IN Distribution by the OC Factors

Beside diversification, the characterization of functionally distinct IN subpopulations unveiled a strong correlation between the distribution of each IN subset and their contribution to distinct microcircuit modules (Tripodi et al., 2011; Borowska et al., 2013; Goetz et al., 2015; Bikoff et al., 2016; Hilde et al., 2016; Hayashi et al., 2018). These data support a model wherein correct localization of spinal IN subsets is critical for proper formation of sensory and sensory-motor circuits, highlighting the importance of a strict regulation of short-distance neuronal migration in the developing spinal cord. However, genetic determinants that control spinal IN migration have only been sparsely identified. Sim1 regulate ventro-dorsal migration of the V3 IN subsets (Blacklaws et al., 2015). Similarly, SATB2 control the position of inhibitory sensory relay INs along the medio-lateral axis of the spinal cord (Hilde et al., 2016). Here, we provide evidence that the OC factors control a genetic program that regulates proper positioning of V2 INs during embryonic development. In the absence of OC proteins, a fraction of V2a INs remained in a more medial location, expanding the medial cluster containing locally projecting cells at the expanse of the lateral cluster that comprises the supraspinal-projecting V2a INs (Hayashi et al., 2018). V2b alterations were less spectacular, although ventral and dorsal contingents were reduced and the cell distribution in the central cluster was altered. Variability in the alterations observed at e12.5 and e14.5 highlights that spinal migration is not completed at e12.5 and suggests that distribution of earlier- or later-migrating neurons may be differently affected by the absence of OC proteins. In addition, migration along the anteroposterior axis, which can not be analyzed in our experimental setup, could also be perturbed. Alterations of the distribution of V2a and V2b interneurons likely correlate with alterations in their differentiation program. Indeed, the production of adequate clues to ensure proper cell positioning is an intrinsic component of any neuronal differentiation program (Blacklaws et al., 2015; Hilde et al., 2016; Hayashi et al., 2018). In any case, our observations are consistent with the contribution of OC factors to the migration of several populations of spinal dorsal INs (Kabayiza et al., 2017). This raises the question whether similar cues might be regulated by identical genetic programs and used by different IN populations to organize proper distribution of ventral and dorsal IN subsets in the developing spinal cord. Identification of the factors downstream of OC protein involved in the control of neuronal migration will be necessary to answer this question.

### An OC-Pou2f2 Genetic Cascade Regulates the Migration of V2 INs

Therefore, we attempted to identify genes downstream of OC factors and possibly involved in the control of IN migration using a global approach comparing the transcriptome of whole spinal cords isolated from control or OC-deficient embryos. Absence of known regulators of neuronal migration among the most affected genes suggests that different actors may be active downstream of OC proteins in distinct IN populations to regulate proper neuronal distribution. In contrast, we uncovered that expression of the transcription factor *Pou2f2* is repressed by OC factors in different spinal populations. 

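Regulators of neuronal migration were close to evenly divided between higher and lower in the OC mutant spinal cords at e11.5. Of 69 such genes, 62 were measured, 36 with a positive and 26 with a negative log2 fold change (median 0.02, camera p = 0.825, and p = 0.927 with an estimated correlation). *Celsr1*, an atypical cadherin of planar cell polarity, had a log2 fold change of 0.35 (SE 0.13) and *Fzd3*, a Wnt receptor of the same pathway, 0.29 (SE 0.11). *Cxcr4*, the receptor of the chemokine Cxcl12, had −0.26 (SE 0.11) and the tubulin gene *Tuba1a* −0.25 (SE 0.11). These 4 were the genes of the list at an unadjusted p under 0.05. In limma, 0 of the 62 passed the adjusted p over all genes, and 0 passed adjusted over the list alone. Ranked by p over all genes, 0 of the 62 were among the first 100, where 0.280 are expected by chance, and the first of them, *Celsr1*, stood at rank 922. Of 69 measured axon guidance genes, 39 had a positive and 30 a negative log2 fold change (camera p = 0.814, and p = 0.930 with an estimated correlation). In limma, 0 of these passed over all genes or adjusted over the list alone, and 0 higher and 3 lower genes had an unadjusted p under 0.05, namely *Draxin*, a repellent for commissural axons, *Sema7a* (−0.33, SE 0.09), and the ephrin receptor gene *Epha8* (−0.29, SE 0.11). Of 30 measured cadherins, 18 had a negative log2 fold change (camera p = 0.228, and p = 0.535 with an estimated correlation), and limma called 0 at an adjusted and 0 at an unadjusted p under 0.05. In 10 simulations of this design, limma found 35.8% of genes given a log2 change of 0.5 and 87.2% of genes given a change of 1. It made 1489 calls over the 10 simulations, where the real arrays gave 5. With fewer calls the Benjamini-Hochberg adjustment demands a smaller p, so these shares overstate what could be found in the data. *Onecut2*, at −0.84, did not pass over all genes. Changes of the smaller size in single genes were thus often not detectable with this number of arrays, and larger ones could be missed.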

Surprisingly, our data demonstrated that variant *Pou2f2* isoforms are produced in the developing spinal cord as compared to B lymphocytes (Hatzopoulos et al., 1990; Wirth et al., 1991; Lillycrop and Latchman, 1992; Stoykova et al., 1992; Liu et al., 1995), and that these spinal variants are regulated by OC proteins. Spinal-enriched transcripts encode Pou2f2 proteins containing additional peptidic sequences upstream of the POU-specific domain and of the homeodomain. Furthermore, exon 1 is different and corresponds to sequences located ∼47kb upstream of the transcription initiation site used in B cells (data not shown) in the mouse genome, suggesting that OC regulate *Pou2f2* expression from an alternative promoter. However, we cannot exclude that additional exon(s) could be present upstream of the identified sequences, and determination of the regulating sequences targeted by the OC protein will require thorough characterization of the produced transcripts. In addition, we cannot rule out indirect regulation of *Pou2f2* expression by the OC factors, as OC are usually considered to be transcriptional activators rather than repressors (Jacquemin et al., 2000; Lannoy et al., 2000; Jacquemin et al., 2003a; Pierreux et al., 2004; Beaudry et al., 2006; Roy et al., 2012).

Nevertheless, our observations demonstrate that Pou2f2 is downstream of OC factors in the V2 INs and also contributes to regulate the distribution of V2 INs during embryonic development. The number of Pou2f2-containing V2 was not significantly increased in OC mutant spinal cords, suggesting that the absence of OC protein resulted in relaxing of Pou2f2 production in its endogenous expression domain rather that ectopic activation in other V2 subsets. Increased production of Pou2f2 in the chicken embryonic spinal cord resulted in alterations in the localization of V2 populations without any change in cell number, pointing to a possible contribution of Pou2f2 to the regulation of V2 migration downstream of OC factors. However, spinal cord electroporation experiments are constrained by the developmental stage selected to target ventral INs and by the duration of the incubation to maintain viable embryos, which does not enable to compare IN migration in mouse and chicken at later developmental stages. These also limited chicken loss-of-function studies, which would additionally be hampered by incomplete inhibition of gene expression. Nevertheless, our observations suggested that Pou2f2 may regulate V2 IN migration.

Consistently, V2 distribution was perturbed in *Pou2f2* mutant embryos without any alteration in V2 population or subpopulation cell numbers, demonstrating the involvement of Pou2f2 in the control of V2 IN distribution. Alterations in V2 distribution after *Pou2f2* electroporation were not comparable to that observed in OC mutant embryos and were not strictly opposite to *Pou2f2* knockout phenotype because the developmental stages obtained after chicken embryo electroporation were much earlier than the developmental stages of analyzed mouse embryos. Nevertheless, our data demonstrate that a genetic cascade comprising OC and Pou2f2 transcription factors ensures proper distribution of V2 cells during spinal cord development. This program may not be restricted to V2 cells, as diversification and distribution of dorsal INs and of motor neurons are also altered in the absence of OC factors (Roy et al., 2012; Kabayiza et al., 2017) and as *Pou2f2* expression in the OC mutant spinal cord is increased in multiple neuronal populations.

## Materials and Methods

### Ethics Statement and Mouse Lines

All experiments were strictly performed in accordance with the European Community Council directive of November 24, 1986 (86-609/ECC) and the decree of October 20,1987 (87-848/EEC). Mice were raised in our animal facilities and treated according to the principles of laboratory animal care, and experiments and mouse housing were approved by the Animal Welfare Committee of Université catholique de Louvain (Permit Number: 2013/UCL/MD/11 and 2017/UCL/MD/008). The day of vaginal plug was considered to be embryonic day (e) 0.5. A minimum of three embryos of the same genotype was analyzed in each experiment. The embryos were collected at e12.5 and e14.5. The *Hnf6;Oc2* and the *Pou2f2* mutant mice were previously described (Corcoran et al., 1993; Jacquemin et al., 2000; Clotman et al., 2005). In the *Hnf6^-/-^Oc2^-/-^* embryos, expression of *Oc3* is completely downregulated in the developing spinal cord (Roy et al., 2012; Kabayiza et al., 2017), enabling to study spinal cord development in the absence of the three OC factors. The mice and the embryos were genotyped by PCR (primer information available on request).

### *In situ* Hybridization (ISH) and Immunofluorescence Labelings

For ISH, the collected embryos were fixed in ice-cold 4% paraformaldehyde (PFA) in phosphate buffered-saline (PBS) overnight at 4°C, washed thrice in PBS for 10 min, incubated in PBS/30% sucrose solution overnight at 4°C, embedded and frozen in PBS/15% sucrose/7.5% gelatin. Fourteen μm section were prepared and ISH was performed as previously described (Beguin et al., 2013; Pelosi et al., 2014; Francius et al., 2016) with DIG-conjugated Pou2f2 (NM_011138.1, nucleotides 604-1187) or Pou2f2 exon 5b (XM_006539651.3, nucleotides 643-876) antisense RNA probes. Control and Onecut mutant sections were placed adjacent on the same histology slides to minimize inter-slide variations in ISH signals.

For immunofluorescence, collected embryos were fixed in 4% PFA/PBS for 25 or 35 min according to their embryonic stage and processed as for ISH. Immunolabeling was performed on 14 μm serial cryosections as previously described (Francius and Clotman, 2010). Primary antibodies against the following proteins were used: Chx10 (sheep; 1:500; Exalpha Biologicals #X1179P), Foxp1 (goat; 1:1000; R&D Systems #AF4534), Gata3 (rat; 1:50; Absea Biotechnology #111214D02), GFP (chick; 1:1000; Aves Lab #GFP-1020), HNF6 (guinea pig; 1:2000; (Espana and Clotman, 2012b); or rabbit; 1:100; Santa Cruz #sc-13050; or sheep; 1:1000 R&D Systems #AF6277), cMaf (rabbit; 1:3000; kindly provided by H. Wende), MafA (guinea pig; 1:500; kindly provide by T. Müller), OC2 (rat; 1:400; (Clotman et al., 2005); or sheep; 1:500; R&D Systems #AF6294), OC3 [guinea pig; 1:6000; (Pierreux et al., 2004)], Pou2f2 (rabbit; 1:2000; Abcam #ab178679), Shox2 (mouse; 1:500; Abcam #ab55740), Sox1 (goat; 1:500; Santa Cruz #sc-17318). Secondary antibodies donkey anti-guinea pig/AlexaFluor 488, 594 or 647, anti-mouse/AlexaFluor 488, 594, or 647, anti-rabbit/AlexaFluor 594 or 647, anti-goat/AlexaFluor 488, anti-rat/AlexaFluor 647, anti-sheep/AlexaFluor 594 or 647, and goat anti-mouse IgG2A specific/AlexiaFluor 488, purchased from ThermoFisher Scientific or Jackson Laboratories were used at dilution 1:2000 or 1:1000, respectively.

### *In ovo* Electroporation

*In ovo* electroporations were performed at stage HH14-16, as previously described (Roy et al., 2012). The coding sequence of the S_Pou2f2.4 transcript was amplified by overlapping-PCR using: forward 5′ GCTCTGTCTGCCCAAGAGAAA 3′ and reverse 5′ GTTGGGACAAGGTGAGCTGT 3′ primers for the 5′ sequence, forward 5′ CCACCATCACAGCCTACCAG 3′ and reverse 5′ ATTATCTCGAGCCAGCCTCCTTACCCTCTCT 3′ (designed to enable integration at the *Xho*I restriction site of the pCMV-MCS vector) primers for the 3′ sequence. This sequence was first subcloned in a pCR^®^II-Topo^®^ vector (Life Technologies, 45-0640) for sequencing then subcloned at the *Eco*RI (from the pCR^®^II-Topo^®^ vector) and *Xho*I restriction sites of a pCMV-MCS vector for the *in ovo* electroporation. The pCMV-Pou2f2 (0.5 μg/ml) vector was co-electroporated with a pCMV-eGFP plasmid (0.25 μg/ml) to visualize electroporated cells. The embryos were collected 72 h (HH27-28) after electroporation, fixed in PBS/4%PFA for 45 min and processed for immunofluorescence labelings as previously described (Francius and Clotman, 2010). The thoracic region of the electroporated spinal cord was used for analyzes. To minimize stage and experimental condition variations, the non-electroporated side of the spinal cord was used as control for quantification and distribution analyses.

### Imaging and Quantitative Analyses

Immunofluorescence and ISH images of cryosections were acquired on an EVOS FL Auto Imaging System (Thermo Fisher Scientific) or a Confocal laser Scanning biological microscope FV1000 Fluoview with the FV10-ASW 01.02 software (Olympus). The images were processed with Adobe Photoshop CS5 software to match brightness and contrast with the observation. Quantifications were performed by subtractive method (Francius and Clotman, 2010). For each embryo (*n ≥* 3), one side of three to five sections at brachial, thoracic, or lumbar level were quantified using the count analysis tool of Adobe Photoshop CS5 software. Raw data were exported from Adobe Photoshop CS5 software to Sigma Plotv12.3 software to perform statistical analyses. The histograms were drawn with Microsoft Excel. Adequate statistical tests (standard Student’s *t*-tests or Mann-Whitney *U* tests) were applied depending on the number of comparisons and on the variance in each group. Quantitative analyses were considered significant at *p* ≤ 0.05.

Quantitative analyzes of IN spatial distribution were performed as previously described (Kabayiza et al., 2017). Statistical analyses of ventral IN distribution were performed using a two-sample Hotelling’s T2, which is a two-dimensional generalization of the Student’s *t*-test. The analysis was implemented using the NCSS software package.

### Microarray Analyses

RNA was extracted from control or *Hnf6/Oc2* double-mutant spinal cords. The tissue was manually dissociated in Tripur isolation reagent (Roche, 11 667 165 001). After dissociation, chloroform (Merck Millipore, 1 02445 1000) was added to the sample, incubated at room temperature for 10 min and centrifugated for 10 min at 4°C. The aqueous phase was collected and the RNA was precipitated with isopropanol (VWR, 20880.310) and centrifugated for 15 min at 4°C. The pellet was washed in ethanol (Biosolve, 06250502) and centrifugated for 10 min at 4°C. The dried pellet was resuspended in RNAse free water. The integrity of the RNA was assessed using an Agilent RNA 6000 Nano assay procedure. For microarray analyzes, the RNA was converted in single-strand cDNA, labeled using the GeneChip^®^ WT PLUS Reagent Kit (Affymetrix) and hybridized on the GeneChip^®^ MoGene 2.0 ST array (Affymetrix, 90 2118) using Affymetrix devices: Genechip^®^ Fluidics Station 450, Genechip^®^ Hybridization oven 640, Affymetrix Genechip^®^ scanner and the Expression Consol software. The analyzes were performed using the R software. Microarray data have been deposited in the GEO repository (accession number: GSE117871).

### Amplification of *Pou2f2* Isoforms and Sequencing

Fragments of the different *Pou2f2* isoforms were amplified by RT-PCR from RNA of control B lymphocytes or embryonic spinal cords purified as described above using the iScript^TM^ Reverse transcriptase and the 5x iScript^TM^ reaction mix (BioRad). *Pou2f2* sequences (Table 2) were amplified using a GoTaq^®^ Green master mix (Promega, M712) or a Q5^®^ Hot Start High-Fidelity DNA Polymerase (New England BioLabs^®^ Inc., M0493S) (primer information available on request). Sequencing of the spinal *Pou2f2* exons was outsourced to Genewiz.

Quantitative real-time PCR was performed on 1/100 of the retrotranscription reaction using iTaq^TM^ universal SYBR^®^ Green Supermix (BioRad, 172-5124) on a CFX Connect^TM^ Real-Time System (BioRad) with the BioRad CFX Manage 3.1 software. Each reaction was performed in duplicate and relative mRNA quantities were normalized to the housekeeping gene RPL32 (primer information available on request). Relative expression changes between conditions were calculated using the ΔΔCt method. All changes are shown as fold changes.

## Author Contributions

AH, GM, CF, and FC designed the experiments. BJ generated Matlab routines for the distribution analyses of dorsal interneurons. LC provided Pou2f2+/- sperm to generate the Pou2f2 mutant mouse line. AH, GM, AC, MT, MH-F, and CF performed the experiments. All the authors discussed the data. AH and FC drafted the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

FIGURE S1 Onecut factors regulate the diversification of the V2 interneurons. **(A–H”)** Immunolabelings of the V2a generic marker Chx10 and markers of V2a subpopulations on transverse spinal cord sections (brachial or thoracic levels) control or *Hnf6^-/-^;Oc2^-/-^* mutant embryos at e14.5. Quantifications are shown in Figure 1. V2a **(A,B)**, Shox2+ V2a (arrows) and V2d interneurons (**C–D”**, arrowheads) are present in both control and double mutant embryos. **(E–E”)** MafA is present in a V2a supbopulation in control embryos (arrows), **(F–F”)** but is not detected in Chx10+ cells in the absence of OC factors. **(G–G”)** Similarly, cMaf is present in a subpopulation of V2a interneurons in control embryos (arrows), **(H–H”)** which is not the case in *Hnf6^-/-^;Oc2^-/-^* embryos. **(I–L”)** Immunolabelings of the V2b generic marker Gata3 and the marker of V2b subpopulation, MafA. V2b **(I–J”)** and MafA+ V2b (**K–L”**, arrows) interneurons are present in control and in *Hnf6^-/-^;Oc2^-/-^* embryos. **(M,N)** The number of V2c interneurons is unchanged is similarly detected in *Hnf6^-/-^;Oc2^-/-^* embryos as compared to control embryos (delineated cells). Sox1 in the ventricular zone labels neural progenitors. Scale bar = 50 μm.

FIGURE S2 Pou2f2 RT-PCR experiments and sequencing of exon 1b and exon 5b of the spinal Pou2f2 isoforms. Composite assembly of electrophoresis images of RT-PCR amplification products for *Pou2f2* isoform sequences on embryonic spinal cord or B-cell RNA samples. Water was used as a negative control (Ctl-). **(A)** Amplifications from exon 1 (E1) to E6 on embryonic spinal cord RNA samples (asterisk) fail to amplify the RNA isoforms detected in B cell samples. In contrast, amplifications from E7 to E9, from E10 to E12, and from E13 to E17 show at least one similar amplicon in spinal cord samples and in B cell samples. **(B)** Amplification from E1 (other forward primer) to E7 also fails to amplify *Pou2f2* spinal cord isoforms. In contrast, amplifications from E2, 3, 4, and 5 to E7 produce systematically longer amplicons in spinal cord samples (arrowheads) as compared to B cell samples. The E6 to E7 amplification is similar in both samples. **(C)** Amplifications from E1X (present in the X6 sequence) to E3 do not produce amplicon in B-cell samples (asterisk). Amplifications from E1X to E3 or to E5b on spinal cord samples systematically produce two amplicons (arrowheads). Amplifications of the E5b exon sequence, from E3 to E5b and from E5b to E7 produce expected amplicons in spinal cord samples. **(D)** Comparison of exon 1b and exon 5b sequences in the predicted X6 sequence and the sequenced embryonic spinal cord *Pou2f2* isoforms. Sequences of E1X, E2a, and E5b exons align (100% identity) with the predicted X6 sequence. Sequence of the additional alterative exon 1b is shown. SD, size standard; E, exon; SC, embryonic spinal cord; B, B lymphocytes.

FIGURE S3 The number of Pou2f2+Shox2+ V2a interneurons is normal in *Hnf6^-/-^;Oc2^-/-^* mutant embryos. Immunolabelings on transverse spinal cord sections (brachial or thoracic levels) of control or *Hnf6^-/-^;Oc2^-/-^* mutant embryos. At e12.5 **(A–C)** and at e14.5 **(D–F)**, the number of V2a containing Shox2 and Pou2f2 is unchanged in the absence of OC factors. Mean values ± SEM. Scale bar = 50 μm.

FIGURE S4 Efficacy of pCMV-eGFP and pCMV-Pou2f2 co-electroporation in the chicken embryonic spinal cord. **(A–C)** eGFP (green, **B**), and Pou2f2 (red, **C**) are present in a vast majority of cells along the dorso-ventral axis of the spinal cord. Scale bar = 50 μm.

FIGURE S5 The number of MafA+ or cMaf+ V2a interneurons is normal in *Pou2f2^-/-^* mutant spinal cords. Immunolabelings on transverse spinal cord sections (brachial or thoracic levels) of control or *Pou2f2^-/-^* mutant embryos at e12.5. **(A–F)** Absence of Pou2f2 does not impact on the number of Shox2+ **(A–C),** cMaf+ **(D–F)**, or MafA+ **(G–I)** V2a interneurons. Mean values ± SEM. Scale bar = 50 μm.

FIGURE S6 The number of MafA-positive V2b interneurons or of the V2c interneurons is normal in *Pou2f2^-/-^* mutant spinal cords. Immunolabelings on transverse spinal cord sections (brachial or thoracic levels) of control or *Pou2f2^-/-^* mutant embryos at e12.5. **(A,B,E)** The number of MafA+ V2b interneurons is not significantly altered in the absence of Pou2f2. **(C,D,F)** Similarly, the production of V2c interneurons is not affected in *Pou2f2* mutants. Mean values ± SEM. Scale bar = 50 μm.

TABLE S1 Microarray comparison of control and of *Hnf6^-/-^;Oc2^-/-^* spinal cords. The differential expression of selected candidates is shown as fold change in *Hnf6^-/-^;Oc2^-/-^* vs. control spinal cords. 

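Of the 17 genes of Table S1 analysed here, 11 were lower and 6 higher in the mean of OC mutant than of control spinal cords, as in the paper's table. Over all genes *Pmfbp1* and *Sncg* passed limma's adjusted p. Adjusted over the list alone, 12 passed, which is no independent evidence of direction, since the study chose the list on these samples. *Nkx6-2*, a homeobox gene of ventral progenitors, had a log2 fold change of −0.49 (SE 0.14), and *Sfrp5*, which encodes a secreted Wnt antagonist, −0.56 (SE 0.15). *Draxin* had −0.34 (SE 0.12). These 3 were lower adjusted over the list alone, with limma adjusted p over all genes from 0.326 to 0.417. *Adamts3*, which encodes a procollagen peptidase, had 0.55 (SE 0.14) and *Prelid3a*, given as *Slmo1* in the table, 0.41 (SE 0.10), both higher adjusted over the list alone. *Klk1b22*, a kallikrein gene with close paralogs whose probes may not tell them apart, had a log2 fold change of 1.74 (SE 0.45), or 3.33-fold, with 4.91 ± 1.09 (SD, n = 5) in control and 6.64 ± 0.33 (SD, n = 4) in OC mutant spinal cords (limma adjusted p = 0.313, and 0.0153 without control 3). For *Klk1b22*, control 3 read 6.71, inside the OC mutant range of 6.35 to 7.00, and the other controls ran from 3.81 to 4.87. The semaphorin gene *Sema3d* had −0.42 (SE 0.28), and the cadherin genes *Cdh8* and *Cdh9* had 0.44 (SE 0.31) and −0.56 (SE 0.32), all with 95% intervals that include 0. *Stmn4*, a stathmin of neurons, has 2 features. The brighter, used here, had a log2 fold change of −0.24 (SE 0.16), or 0.848-fold, and the other had −0.53 (SE 0.09), or 0.693-fold. The value of the brighter was −0.15 without control 5 and −0.34 without mutant 2. *Kdm5d*, a Y-linked histone demethylase gene, had a log2 fold change of 1.75 (SE 0.90), or 3.37-fold, with a limma unadjusted p = 0.0774. With 1 array left out, the log2 fold change of *Kdm5d* ran from 1.12 (without control 2) to 2.20 (without control 4). Its log2 value was 3.49 in control 2 and 3.55 in control 3, against 7.51 to 7.79 in the other controls and 7.63 to 7.88 in the OC mutants. Control 2 and control 3 also had high *Xist* (10.35 and 10.63), which is expressed in females, so they read as female and all OC mutants as male.

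**Figure D3:**
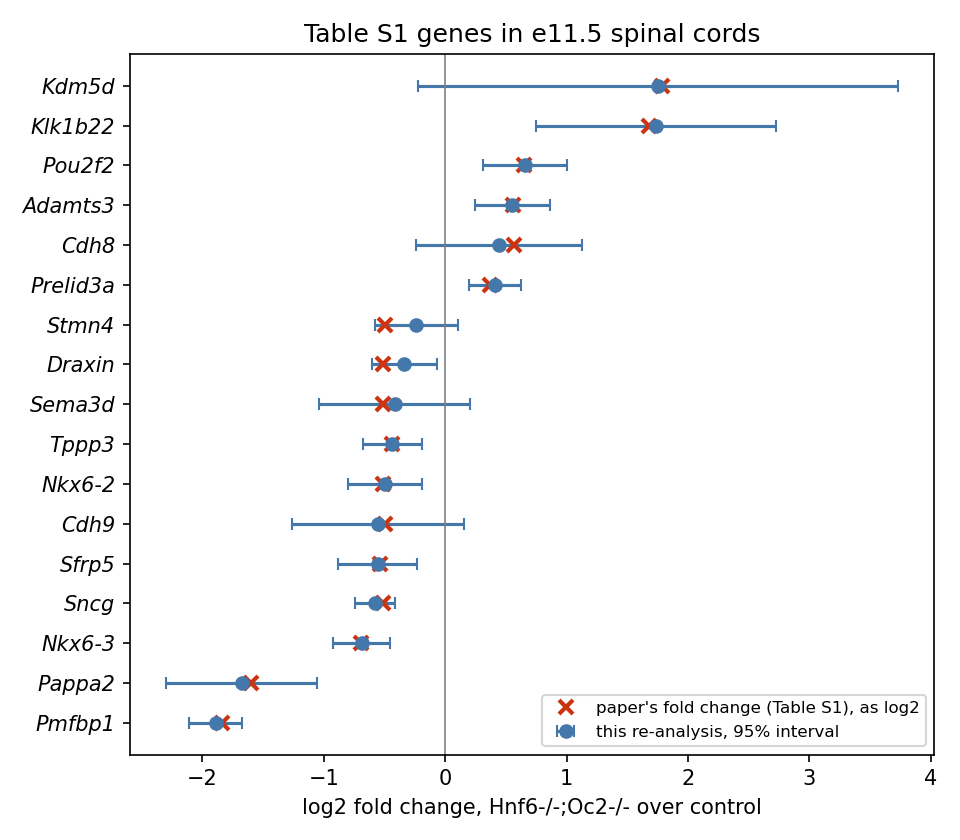
Log2 fold change (x axis) of the 17 genes of Table S1 analysed here in OC mutant over control spinal cords at e11.5. Points are the values from limma with their 95% intervals (5 control and 4 OC mutant arrays), and crosses the fold changes of the paper's table on the log2 scale. Point and cross lie on the same side of 0 for all 17 genes and are farthest apart for Stmn4.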

Pval, *p*-value; adjpval, adjusted *p*-value.

# Supplementary material for: Onecut Factors and Pou2f2 Regulate the Distribution of V2 Interneurons in the Mouse Developing Spinal Cord
**Source:** Front Cell Neurosci. 2019 Jun 5;13:184. doi: 10.3389/fncel.2019.00184
**Supplement:** TABLE S1 — Microarray comparison of control and of Hnf6-/-;Oc2-/- spinal cords. The differential expression of selected candidates is shown as fold change in Hnf6-/-;Oc2-/- vs. control spinal cords. Pval, p-value; adjpval, adjusted p-value.

Gene	Symbol	Fold change	pvalue	adjpvalue
Polyamine modulated factor 1 binding protein 1	Pmfbp1	0.28	1.50E-10	3.80E-06
Pappalysin 2	Pappa2	0.33	5.31E-05	0.134
NK6 homeobox 3	Nkx6-3	0.62	1.70E-05	0.072
Secreted frizzled-related sequence protein 5	Sfrp5	0.69	0.002	0.481
Synuclein, gamma	Sncg	0.70	1.65E-04	0.220
Sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D	Sema3d	0.70	0.076	0.681
NK6 homeobox 2	Nkx6-2	0.70	1.62E-03	0.481
Dorsal inhibitory axon guidance protein	Draxin	0.70	2.17E-03	0.486
Stathmin-like 4	Stmn4	0.71	1.14E-03	0.220
Cadherin 9	Cdh9	0.71	0.123	0.732
Tubulin polymerization-promoting protein family member 3	Tppp3	0.74	8.53E-04	0.471
Paired-like homeodomain transcription factor 2	Pitx2	0.75	2.167E-03	0.486
Slowmo homolog 1 (Drosophila)	Slmo1	1.29	2.24E-03	0.486
a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 3	Adamts3	1.47	7.02E-04	0.445
Cadherin 8	Cdh8	1.48	0.078	0.683
POU domain, class 2, transcription factor 2	Pou2f2	1.57	5.62E-04	0.399
Kallikrein 1-related peptidase b22	Klk1b22	3.20	1.34E-03	0.473
Lysine (K)-specific demethylase 5D	Kdm5d	3.46	0.046	0.668

Supplementary Table S1

How the deposited data were processed for this re-analysis (not part of the article)

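Total RNA from spinal cords dissected from mouse embryos at e11.5 was hybridised to Affymetrix MoGene 2.0 ST arrays, 5 from control and 4 from *Hnf6-/-;Oc2-/-* embryos. The fifth mutant embryo that the series description counts is not analysed here. The authors labelled the RNA with the WT PLUS kit, scanned the arrays with Affymetrix devices and Expression Console, and analysed them in R. They deposited 1 table of log2 values, with 41345 features per array. The method of background correction, summarisation and normalization is not given in the sources used here. Array medians differ by less than 0.1, and the arrays' distributions are not identical, so quantile normalization was not the last step at this level. The values are relative signal levels on a log2 scale, so no feature's level is set against another feature's, and a fold change is that of the deposited signal, which array background can compress for dim features. Groups and replicate numbers were taken from the sample labels.

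Features were named through an annotation table of the platform. It pairs 23521 features with 1 gene symbol and 1814 with several, and does not list 16010. Symbols were updated through identifiers found in a RefSeq gene table of assembly GRCm38.p6, in which 23328 matched. That table served for gene names, gene types, gene span and neighbourhood only, and no coordinate is printed, because the files name no genome build. Features with several symbols or none were not tested in the main analysis. Of the symbols, 1082 had more than 1 feature, and the feature with the highest mean over the 9 arrays was used, which gave 22180 genes. No filter on dim features was applied.

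Genes were tested on the deposited log2 values with lmFit and eBayes of limma 3.58.1 in R 4.3.3, OC mutant minus control, with no covariate, on all 9 arrays. The prior degrees of freedom were 4.47. P-values were adjusted by Benjamini and Hochberg over the genes tested, with a threshold of 0.05. Because the paper calls *Pou2f2* significant and its table gives p-values as well as adjusted p-values, genes at an unadjusted p under 0.05 were counted as well. For single genes, an exact two-sided permutation test ran over all 126 assignments of the arrays to groups of 5 and 4, and its smallest p is 0.00794. Gene lists (38 lists, 883 entries) were fixed in advance. They were tested as sets with camera at a preset correlation of 0.01, and again with an estimated correlation, with adjustment over the 35 lists that hold at least 5 measured genes and are neither the Onecut genes nor Table S1. Within a list, p-values were also adjusted over the list alone.

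The genes named in the text follow a rule: every measured gene that the paper names for the arrays or as a population marker, with the values of Table S1 already seen; in each direction the 10 genes with the largest log2 fold change among those past the threshold, filled up with the genes of smallest p whose groups do not overlap; up to 4 genes with the smallest p from each list spoken of; and Y-linked genes with *Xist* as a check of the embryos. Predicted genes, clone names and small RNAs are counted but not named by this rule, and where one is named the text says so. Over the 22180 genes, 477 had every mutant value above every control value and 398 had every mutant value below, 3.95% in all, where chance gives 1.59%.

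The limma step was tested on simulated data for the 22180 genes with the spread of these 9 arrays, in 10 simulations. It found 35.8% of genes given a log2 change of 0.5, 63.4% at 0.66, 87.2% at 1 and 97.0% at 1.5, and 4.84% of its calls were false. It made 1489 calls over the 10 simulations, where the real arrays gave 5. The unadjusted p needed to pass was therefore larger in the simulations, and the shares found overstate those to be had in the data. The camera step found a list of 30 genes moved by 0.2 in 10 of 10 simulations and an unmoved list in 0 of 10. The simulated genes varied independently of each other. In the data, the estimated correlation was 0.55 for the ribosomal protein list and 0.82 for the cell cycle list. The simulation therefore does not tell how often camera calls an unmoved list in these data. For arrays, the number of replicates limits the precision.

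The alternatives tried were every feature tested on its own, the mean of a gene's features, the dim 1/3 of genes left out, quantile normalization, centring on array medians, eBayes with trend and robust settings, no moderation, array weights, the replicate number as a block, the mean of the Y-linked genes as a covariate, an estimated correlation in camera, and each array left out in turn. Chosen after the data were seen were every annotated feature, protein-coding genes only, removal of a trend with gene span from each array, which could be computed for 99.8% of genes, Onecut genes left out of the lists, and genes of Table S1 left out of the lists. In the outlier check of single arrays, 190 groups of arrays were looked at.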

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

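The tests of short RNA recovery, of overlapping probes and of the genes around *Pou2f2*, the count over all 126 splits and the correlation with ribosomal protein genes were chosen only after the results they bear on were seen.

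Limma called 5 genes between OC mutant and control arrays. Of 100 splits of the 9 arrays into groups of 5 and 4, drawn from 126 and including the real one, 4 gave as many calls. So did 4 of all 126 (3.17%), which is under a share of 0.05. This share cannot exclude a chance overlap of the 2 groups with another structure among the arrays, because other splits called far more genes. The highest count among the other splits was 743, for control 3, control 5, mutant 1 and mutant 2 against the rest, and the next were 227 and 219, each well above the real count, which points to a structure among the samples that does not follow the genotype. On those 4 arrays the mean of the 25 genes expressed in most neurons was 9.87 to 10.13, and on the other 5 it was 9.47 to 9.95.

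The paper does not report small nucleolar RNAs, whose median log2 fold change was −0.44 over 81 of them, or the Y RNA *Rny3*, which fell by 1.40 on the log2 scale (log2 fold change −1.40, limma adjusted p = 0.0290). A matching fall in the RNA of the genes that host the small nucleolar RNAs is argued against by the 50 measured hosts, whose median log2 fold change was 0.0584 (95% bootstrap interval −0.0139 to 0.115), where their 67 small nucleolar RNAs had −0.37. The interval is over hosts and does not measure the spread between embryos. Transcription of the hosts itself was not measured. Compression of bright features is argued against by protein-coding genes matched on mean level, since the median of the small nucleolar RNAs lay at percentile 0 of 10000 matched lists, of which the lowest was −0.09. A difference in the recovery of short RNA between the RNA samples stays open and may account for the pattern: within groups, the mean of the small nucleolar RNAs moved from array to array with that of 13 other short RNAs (deviations from the group means, Pearson's r = 0.9755, exact permutation p = 6.94e-04, Spearman's rho = 0.95, exact permutation p = 0.00139, 9 arrays; r = 0.937 without the 2 arrays farthest from the median). It moved with the mean of the ribosomal protein messengers too, which are not short (r = 0.925, exact permutation p = 0.00347, rho = 0.783, exact permutation p = 0.0389, and r = 0.685 without those 2 arrays), so the link is not confined to short RNA, and neither a wider difference between the RNA samples nor a lower level in OC mutant cells was tested. The 13 do not include microRNA genes, of which 478 had a median log2 fold change of 0.09, with 65 higher and 11 lower at an unadjusted limma p under 0.05.

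At the *Pou2f2* locus, the long noncoding RNA *D930028M14Rik* (log2 fold change −2.15, limma adjusted p = 0.00103) and the nearby gene *Erfl* (−1.03, limma adjusted p = 0.0301), neither of which the paper reports on, fell where *Pou2f2* had 0.66 (limma adjusted p = 0.272). The 95% intervals of *D930028M14Rik* (−2.55 to −1.75) and *Pou2f2* (0.31 to 1.00) lie on opposite sides of 0, but as this is the pattern itself it decides nothing about RNA shared between their probes. Removal of the trend with gene span left each of the 3 log2 fold changes at 0.937 of its size or more. A strain haplotype around *Pou2f2* carried by the mutant embryos cannot be told apart from an effect of OC factors on the locus: of 100 other genes within 2 Mb, 8% had an unadjusted p under 0.05 (exact 95% interval 3.52% to 15.2%), an interval that spans the 9.74% among genes elsewhere. Of the genes between *Erfl* and *Pou2f2*, the 3 measured had log2 fold changes of −0.41 (*Rabac1*, limma adjusted p = 0.278), 0.01 (*Grik5*) and −0.10 (*Zfp574*), and an effect of OC factors on the locus was not tested beyond these values.

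A single array lay far from the others of its group in 7 of 190 groups of arrays examined, where chance gives 9.5. For *Prdm8* it was control 1, with a log2 value of 8.03 against 9.35 to 9.71 in the other controls. For *Avil* it was control 3, at 5.196 against 4.99 to 5.02, and for *Junb* control 3, at 5.80 against 6.03 to 6.12. For *Foxd3* it was mutant 4, at 6.55 against 6.36 to 6.39. For *Matn1* it was mutant 1, at 3.10 against 3.72 to 3.78. For *Dusp1* it was mutant 3, at 7.44 against 7.78 to 7.81. For *Atf3* it was mutant 2, at 5.01 against 5.58 to 5.62.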

How the results depend on the processing

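The alternatives with every annotated feature, protein-coding genes only, removal of a trend with gene span, and Onecut or Table S1 genes left out of the lists were chosen after the data were seen. Over 22 alternatives, the log2 fold change of *Pou2f2* ran from 0.56 to 0.84 (limma adjusted p from 0.226 to 0.923, in no case past the threshold), that of *Onecut2* from −0.95 to −0.73 (adjusted p from 0.0503 to 0.875) and that of *Onecut3* from −0.87 to −0.74 (adjusted p from 0.0522 to 0.627). The neuronal migration list held 0 called genes in each of the 22, and 17 genes of Table S1 kept the paper's direction in each except the Y-linked covariate, where *Kdm5d* was left out and 16 of 16 did. Without control 3, *Klk1b22* and *Pappa2* passed (adjusted p = 0.0153 and 0.0353). Without mutant 3, *Ndufa11*, *Ndufa13* and *Zfp949* passed (limma adjusted p = 0.0421, 0.0198 and 0.0106). *Ndufa11* and *Zfp949* also passed with array weights. Where a call was lost the cause was not tested.

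Limma called 5 genes, 0 higher and 5 lower. Tested over every feature, it called 28 (12 higher, 16 lower), with array weights 12 (2 higher, 10 lower), with the Y-linked covariate 2 (0 higher, 2 lower), with no moderation 5 (2 higher, 3 lower) and over protein-coding genes only 3 (all lower). With 1 array left out at a time it called 2 to 44, with 0 to 3 higher and 2 to 41 lower. Of the 44 without mutant 3, whose small nucleolar RNA mean of 8.22 lies above the lowest control (8.13), 21 were small nucleolar RNAs. *D930028M14Rik* was called in all alternatives that test it but no moderation and the replicate block. With the preset correlation 10 gene lists shifted, and 6 with the dim 1/3 of genes left out, 5 with the Y-linked covariate, 8 with Onecut genes and 8 with Table S1 genes left out of the lists, 0 with an estimated correlation and 6 to 11 with 1 array left out. The muscle, mesenchyme and stress lists lost their calls without control 1, mutant 1 or mutant 2, the mesenchyme and stress lists also with the dim 1/3 left out and quantile normalization, the mesenchyme list with array weights, and the stress list without mutant 4 and with the trend with gene span removed. The pan-neuronal and cell cycle lists lost theirs without control 3, control 5 or mutant 3, with the replicate block and with the Y-linked covariate, the pan-neuronal list also with the dim 1/3 left out and quantile normalization, and the cell cycle list over every feature and without mutant 4. The neural crest list passed in 9 of 24 alternatives with the preset correlation. The V0, V1 and V3 list lost its call with Onecut genes left out (adjusted p = 0.0658), with the Y-linked covariate and without control 3, the tubulin list with the Y-linked covariate and without mutant 3, and the sensory ganglion list with Table S1 genes left out (adjusted p = 0.0796) and without mutant 1. The ribosomal protein list passed in 24 of 24, all with the preset correlation, and did not pass with the estimated one. Medians ran from −0.30 to −0.02 for mesenchyme, −0.21 to −0.09 for muscle, −0.21 to −0.02 for pan-neuronal, −0.18 to −5.93e-04 for stress, −0.26 to −0.14 for V0, V1 and V3, −0.17 to −0.06 for tubulin, −0.14 to −0.04 for sensory ganglion, −0.18 to −0.07 for neural crest, −0.22 to −0.07 for ribosomal protein and 0.02 to 0.26 for cell cycle genes.

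Small log2 fold changes of markers that did not pass changed sign. That of *Gata3* was 0.10 with the Y-linked covariate and −0.0817 to 0.0760 with 1 array left out, and that of *Foxp1* was −0.0103 with the trend with gene span removed and −0.0652 to 0.10 with 1 array left out. With 1 array left out, *Prdm8* ran from −0.0450 (without control 1) to 0.37, *Shox2* from −0.26 to 0.10 and *Sox1* from −0.17 to 0.0839. Others kept their sign and moved by over 1.5 times, such as *Sema3d* (−0.18), *Cdh8* (0.24), *Pax1* (−0.48) and *Sim1* (0.12) without control 1, *Cdh9* (−0.31) and *Lin28b* (0.10) without mutant 3, and *Mafa* (−0.05) without mutant 4. With the mean of features, *Rps20* had −0.43 and *Uchl1* −0.31.

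Replicate numbers do not pair the arrays: the deviations of same-numbered arrays correlated at −0.38, −0.13, −0.39 and −0.16, and 0 mutant arrays correlated best with the control of their number. With the number as a replicate block and control 5 left out, limma called 1 gene (0 higher, 1 lower), and the log2 fold change of *Gata3* was 0.00459.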

Differences from the paper's values

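All values here are from limma on the deposited log2 values, and each alternative named was set before the data were examined. The paper names neither the test nor the number of arrays behind its p-values. The fifth mutant embryo that the series description counts is not analysed here. A p-value may differ from the paper's for these reasons, which the alternatives do not cover. For *Sncg* the paper's adjusted p is 0.220, and here it was 0.0357. It stayed on the paper's side of 0.05 with the replicate block, with the Y-linked covariate and without control 1, 2, 3, 4 or 5 or mutant 1, 2 or 4. It did not over every feature, with the mean of features, the dim 1/3 of genes left out, quantile normalization, median centring, the trend and robust settings, no moderation or array weights, or without mutant 3.

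For *Stmn4* the paper's p is 0.00114, and here it was 0.154 for the brighter of its 2 features. Of the alternatives, only the mean of features gave a p on the paper's side of 0.05, and the other 18 did not. The second feature, tested on its own, had a fold change of 0.693 and p = 9.61e-05, beside the paper's fold change of 0.71. The paper's adjusted p of 0.220 for *Stmn4* is lower than that of genes with a lower p in the same table, such as *Pou2f2* (p = 5.62e-04, adjusted p = 0.399 in the paper), which Benjamini-Hochberg adjustment cannot give.

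For *Kdm5d* the paper's p is 0.046, and here it was 0.0774. It lay on the paper's side of 0.05 with the replicate block and without control 1, 4 or 5. It did not under the other alternatives in which it was tested, and the Y-linked covariate leaves it out.

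The paper states from earlier studies that *Oc3* is completely downregulated in the spinal cord of *Hnf6-/-;Oc2-/-* embryos. The 2 statements are unlike in kind, since the value here is an array fold at e11.5. Here *Onecut3* was at 0.572-fold of control, with 6.29 ± 0.12 (SD, n = 4) against 7.10 ± 0.21 (SD, n = 5) on the log2 scale, every mutant below every control.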

Other observations

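The model with *Xist* was chosen only after the result was seen.

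Markers of V2 interneurons did not pass the camera threshold at e11.5, which does not show that they were unchanged. Of 16 measured, 10 had a negative log2 fold change (median −0.07, camera adjusted p = 0.548, p = 0.504 with an estimated correlation), and limma called 0 of them, with 0 also at an unadjusted p under 0.05. *Foxn4*, which drives V2 progenitors, had a log2 fold change of −0.22 (SE 0.10, 6.16 ± 0.17, SD, n = 5, in control and 5.94 ± 0.11, SD, n = 4, in OC mutant spinal cords). *Lmo4* had −0.20 (SE 0.10), *Maf* −0.29 (SE 0.17), *Mafa* −0.13 (SE 0.12), *Lin28b* 0.19 (SE 0.12), the V2a gene *Shox2* −0.09 (SE 0.19), the V2b gene *Gata3* −0.01 (SE 0.12) and the V2c gene *Sox1* −0.06 (SE 0.14). *Prdm8* had 0.25 (SE 0.29), and −0.0450 without control 1. Outside the list, *Foxp1* had 0.02 (SE 0.11) and the V3 gene *Sim1* 0.33 (SE 0.22), and 0.12 without control 1. Of 20 motor neuron markers 15 had a negative log2 fold change (median −0.09, camera adjusted p = 0.0730), 0 passed over all genes, and *Aldh1a2*, the retinoic acid synthesis gene of motor neurons (−0.56, SE 0.14), and *Etv4* (−0.42, SE 0.11) were lower adjusted over the list alone. *Mnx1* had −0.44 (SE 0.18). Of 22 markers of dorsal interneurons 14 (camera adjusted p = 0.0931) and of 31 progenitor markers 20 (camera adjusted p = 0.179) had a negative log2 fold change, with *Lbx1* at −0.30, the floor plate gene *Foxa2* at −0.37 and *Nes* at −0.26, and limma called 0 of either list over all genes or over the list alone, with 1 and 3 lower at an unadjusted p under 0.05.

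Signalling genes showed no call over all genes in limma. Of 38 Wnt pathway genes, 4 were lower and 1 higher at an unadjusted p under 0.05 (camera adjusted p = 0.179). Of 28 Notch pathway genes, *Hey1* (−0.34) and *Jag2* (−0.36) were lower and *Mib1* (0.25) higher at an unadjusted p under 0.05 (camera adjusted p = 0.279). Of 30 hedgehog and BMP genes, *Hhip*, a target and inhibitor of hedgehog signalling (0.54, SE 0.15), *Chrd*, a BMP antagonist (0.32, SE 0.09), and *Bmpr1b* (0.39, SE 0.16) were higher at an unadjusted p under 0.05 (camera adjusted p = 0.548). Of 12 measured genes of POU factors and their partners, *Pou2f2* was higher adjusted over the list alone, and *Pou2af1*, which encodes a B cell coactivator of *Pou2f2*, had a log2 fold change of 0.25 (SE 0.10) with a log2 value of 4.31 ± 0.17 (SD, n = 5) in control spinal cords. At an unadjusted limma p under 0.05, 2 of the 12 were higher and 1, *Pou4f3* (−0.52, SE 0.23), was lower. The list did not pass camera (adjusted p = 0.548). Of 14 B lymphocyte markers 9 had a negative log2 fold change (median −0.02, camera adjusted p = 0.888).

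Y-linked genes stood higher and *Xist* lower in the mean of the OC mutant arrays. *Eif2s3y* had log2 values of 3.91 and 4.21 in control 2 and control 3 and of 8.43 to 8.83 on the other 7 arrays. *Xist*, which is transcribed from the inactive X chromosome of females, had 10.35 and 10.63 in control 2 and control 3 and 3.42 to 3.96 on the others. With each array's *Xist* value in the model, the median size of the genotype effect on *Kdm5d*, *Eif2s3y* and *Uty* was 0.0650 on the log2 scale, where it was 1.78 without. That model decides nothing by itself, since *Xist* is high in the same 2 controls in which these genes are low. The values of each array do give the sex of the embryos. Control 2 and control 3 read as female, and the other 7 arrays, with all OC mutants among them, as male. Sex was therefore not balanced between the groups. Among the arrays that read as male, *Eif2s3y* ran from 8.44 to 8.83 in controls and from 8.43 to 8.76 in OC mutants. With the mean of the Y-linked genes as a covariate, the log2 fold change of *Pou2f2* was 0.84 (limma adjusted p = 0.382), and limma called 2 genes.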
